# RNA sequencing reveals candidate genes and polymorphisms related to sperm DNA integrity in testis tissue from boars

**DOI:** 10.1186/s12917-017-1279-x

**Published:** 2017-11-28

**Authors:** Maren van Son, Nina Hårdnes Tremoen, Ann Helen Gaustad, Frøydis Deinboll Myromslien, Dag Inge Våge, Else-Berit Stenseth, Teklu Tewoldebrhan Zeremichael, Eli Grindflek

**Keywords:** Transcriptome profiling, Sperm DNA integrity, Differential expression

## Abstract

**Background:**

Sperm DNA is protected against fragmentation by a high degree of chromatin packaging. It has been demonstrated that proper chromatin packaging is important for boar fertility outcome. However, little is known about the molecular mechanisms underlying differences in sperm DNA fragmentation. Knowledge of sequence variation influencing this sperm parameter could be beneficial in selecting the best artificial insemination (AI) boars for commercial production. The aim of this study was to identify genes differentially expressed in testis tissue of Norwegian Landrace and Duroc boars, with high and low sperm DNA fragmentation index (DFI), using transcriptome sequencing.

**Results:**

Altogether, 308 and 374 genes were found to display significant differences in expression level between high and low DFI in Landrace and Duroc boars, respectively. Of these genes, 71 were differentially expressed in both breeds. Gene ontology analysis revealed that significant terms in common for the two breeds included extracellular matrix, extracellular region and calcium ion binding. Moreover, different metabolic processes were enriched in Landrace and Duroc, whereas immune response terms were common in Landrace only. Variant detection identified putative polymorphisms in some of the differentially expressed genes. Validation showed that predicted high impact variants in *RAMP2*, *GIMAP6* and three uncharacterized genes are particularly interesting for sperm DNA fragmentation in boars.

**Conclusions:**

We identified differentially expressed genes between groups of boars with high and low sperm DFI, and functional annotation of these genes point towards important biochemical pathways. Moreover, variant detection identified putative polymorphisms in the differentially expressed genes. Our results provide valuable insights into the molecular network underlying DFI in pigs.

**Electronic supplementary material:**

The online version of this article (10.1186/s12917-017-1279-x) contains supplementary material, which is available to authorized users.

## Background

Analysis of sperm parameters is important for predicting boar fertility and the outcome of artificial insemination (AI) in pig production. The classical way of evaluating sperm parameters is subjective scoring of viability, motility, concentration and morphology, to identify ejaculates with poor fertilization potential [1, 2]. However, this is insufficient for accurate prediction of the boar’s reproductive capacity, since the sperm cells must have additional qualities to fertilize the oocytes and since it is a subjective score. Combining several assays is suggested to better predict the fertility of an ejaculate [3]. For example, combining sperm morphology parameters and evaluation of DNA chromatin integrity has been found to be related to field fertility, as measured by farrowing rate in pigs [4].

During the last phase of spermatogenesis, spermiogenesis, the DNA of sperm cells is tightly packed by protamine and results in a condensed chromatin structure [5]. This leaves the DNA protected against degradation during transport through the male and female reproductive tracts until fertilization. Altered sperm chromatin structure is associated with DNA fragmentation and the degree of sperm DNA fragmentation is shown to be correlated to fertility in different species [4, 6–13]. This parameter is a much more objective marker of sperm quality and function than standard subjective microscopic evaluations [14, 15]. The sperm chromatin structure assay (SCSA) is a flow cytometry-based method that measures abnormal chromatin structure, as an increased acid-induced degradation of sperm DNA in situ [11]. More specifically, the acid denatures DNA at the sites of DNA breaks, which again reflects chromatin integrity status. The SCSA thereafter measures the relationship between double-stranded (i.e. condensed chromatin) and single-stranded (i.e. denatured) DNA for each sperm cell. This relationship is quantified by the DNA Fragmentation Index (DFI) [12]. Previous studies in pigs showed that DFI was significantly associated with litter size [8]. Moreover, DFI is found to be an important parameter for predicting normal development of the embryo [11, 16] and is also associated with abortion in humans [17].

Although the amount of sperm DFI is shown to influence fertility outcome, little is known about the underlying molecular mechanisms. Differentially expressed proteins have been identified in human seminal plasma and spermatozoa [18, 19]. Studies in humans have also showed that a truncated form of KIT tyrosine kinase, expressed in testis, causes higher amounts of DNA damage in sperm cells [20]. Moreover, depletion of excision repair cross-complementing gene 1 (*ERCC1*) and tumor suppressor gene *p53* in mouse testis resulted in increased DNA breaks in sperm cells [21]. Recent studies indicate that the main reason of DFI in sperm is apoptosis, likely triggered by an impairment of chromatin maturation in the testis and by oxidative stress during the transit in the male genital tract [22].

The goal of this study was to use transcriptome sequencing to examine differential gene expression in testis tissue of boars with high and low sperm DFI. Testis tissue was chosen because chromatin condensation and DNA packaging in sperm cells occurs during testicular spermatogenesis [5, 23]. The biological functions of the differentially expressed genes were also investigated and a search for putative polymorphisms in the differentially expressed genes was performed. The results obtained in this study highly contribute to the knowledge of the molecular mechanisms underlying DNA fragmentation.

## Methods

### Animals and phenotypes

The sperm DFI was determined in a total of 241 Landrace and 302 Duroc AI boars in this study. All the boars were housed individually in pens sized approximately two by three meters and fed the same commercial diet. Nine Landrace and eleven Duroc boars were selected for transcriptome profiling based on their extreme high/low DFI values (Table 1). The boars’ age at semen sample collection ranged from 221 to 1000 days (mean = 310 days, standard deviation (SD) = 84.5). The sperm-rich fraction of the ejaculates was collected with the “gloved hand technique” at the Norsvin AI center (Hamar, Norway), similar to other studies recently published [24, 25]. From each of the boars, samples from up to six different ejaculates were analyzed, and the mean of the measurements was used as the final score. The ejaculates were diluted to a concentration of 28 × 10^6^ spermatozoa per ml, according to the normal routines of the AI center at each date. The ejaculates were shipped as regular semen doses to commercial swine producers for the use within the next four days. From each individually diluted ejaculate, a sample of approximately 12 mL was transferred to a plastic tube. The samples were stored at 18 °C for 48 to 96 h depending on day of the week, before they were frozen in −80 °C until used for the DFI analysis. Boars were culled according to normal culling procedures at the AI station. From these boars, the testicle tissue samples were collected at the slaughter line. A piece of sample was collected from the middle part of one of the testicles, approximately 3 × 1.5 cm in size, immediately frozen in liquid N_2,_ and thereafter stored at −80 °C until used for RNA extraction.

**Table 1:** DFI measurements for the different boars used in this study

Group	Boar	n(ejaculates)	DFI mean	DFI SD
Landrace low	L1	2	0.62%	0.10%
	L2	1	0.73%	
	L3	1	0.82%	
	L4	3	1.50%	0.33%
	L5	4	1.52%	0.68%
Landrace high	L6	1	6.41%	
	L7	2	5.47%	1.69%
	L8	6	7.26%	5.11%
	L9	7	8.07%	3.85%
Duroc low	D1	1	1.05%	
	D2	2	1.07%	0.37%
	D3	2	1.08%	0.34%
	D4	1	1.11%	
	D5	3	1.13%	0.35%
Duroc high	D6	1	4.13%	
	D7	1	4.77%	
	D8	1	4.14%	
	D9	1	4.69%	
	D10	1	5.63%	
	D11	3	5.36%	3.64%

The number of ejaculates and mean DFI value with SD is presented for each boar

### DFI measurements

The SCSA protocol was performed using Cell Lab Quanta™ SC MPL (Beckman Coulter, Fullerton, CA, USA), equipped with a 22 mW argon laser with excitation at 488 nm, according to the procedure described by Evenson and Jost [13] with modifications [26]. The method is based on DNA staining properties of acridine orange (AO) which fluoresces green and red when binding to native dsDNA and denatured ssDNA, respectively. Frozen samples were thawed at 37 °C and diluted to a concentration of 2 × 10^6^ sperm cells/mL in TNE buffer (10 mM Tris-HCL, 0.15 M NaCl, 1 mM EDTA, pH 7.4) to a final volume of 200 μL. Immediately afterwards, 400 μL of acid detergent solution (0.38 M NaCl, 80 mM HCL, 0.1% (*w*/*v*) Triton X-100, pH 1.2) was added. After exactly 30 s, 1.2 mL of AO staining solution (0.6 μg/mL AO (A3568, Life Technologies, OR, USA) in a buffer containing 37 mM citric acid, 0.126 M Na_2_HPO_4_, 1.1 μM EDTA, 0.15 M NaCl, pH 6) was added, and the sample was further incubated at room temperature in the flow cytometer. The sample was run in setup mode until 3 min after addition of the acid detergent solution, and then the acquisition of data was started. For each sample, 5000 events were collected with a flow rate of ~200 events/s. Prior to the analysis, the flow cytometer was AO saturated by running an AO equilibration solution (1.2 mL AO staining solution and 400 μL acid detergent solution) through the system for 5 min. The green fluorescence was collected by a 525 nm band pass filter, while the red fluorescence was collected by a 670 nm long pass filter. Prior to analysis and after every 10th sample, a reference sample was thawed, prepared and analyzed in the same way as the experimental samples to ensure the stability of the instrument and the laser throughout the experiment. The X-mean channel value was set to 125 ± 5 and Y-mean channel value was set to 425 ± 5. To identify the spermatozoa, a combination of electronic volume (EV)- and side scatter (SS)- signals were used, as described by Standerholen et al. [27]. The percentage of red and green fluorescence was determined using the Cell Lab Quanta™ SC MPL Analysis software package (Beckman Coulter, Software Version 1.0 A). Based on the ratio of red/(red + green), the DFI-value was calculated.

### RNA extraction and sequencing

Total RNA for RNA sequencing was extracted from testicle tissue using the RNeasy Midi Kit from Qiagen according to the manufacturer’s instruction (Qiagen, CA, USA). Concentrations were measured using a NanoDrop ND-1000 Spectrophotometer (NanoDrop Technologies, DE, USA) and the RNA quality was examined by the 28S:18S rRNA ratio using the RNA 6000 Nano LabChip® Kit on 2100 Bioanalyzer (Agilent Technologies, CA, USA). All samples displayed a 260/280 ratio > 1.8 and RNA integrity numbers (RIN) >8.5. RNA sequencing was done using Illumina HiSeq 2000 by the Norwegian Sequencing Centre at Ullevål Hospital (http://www.sequencing.uio.no). and generated 50 basepair single end reads. TruSeq RNA v2 was used for non-stranded library preparation, V3 clustering and sequencing reagents were used according to manufacturer’s instructions. Sample amount of 2 μg RNA was used as input, and 4 min fragmentation at 94 °C was employed. Image analysis and base calling were performed using Illumina’s RTA software version 1.17.21.3. Reads were filtered to remove those with low base call quality using Illumina’s default chastity criteria. The FASTQC software was used for quality control of raw sequence data (http://www.bioinformatics.babraham.ac.uk/projects/fastqc). All reads had a per base sequence quality Phred score above 27 for all positions and were considered high quality. The data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus (GEO) [28] and are accessible through GEO Series accession number GSE74934.

### Differential expression

The high quality reads were mapped to the *Sus scrofa* genome build 10.2 using the software TopHat v.2.0.12 [29] and default parameters. The Picard AddOrReplaceReadGroups program (http://broadinstitute.github.io/picard/) was used to assign unique IDs to the files. Gene prediction coordinates (release 10.2.75) were obtained from the ENSEMBL web site (http://www.ensembl.org). Mapped reads were sorted and indexed using Samtools v.1.1 [30] and the software HTSeq [31] was used with the stranded = no option to calculate the number of reads mapped to each gene. The R software package “edgeR” v.3.2.4 from Bioconductor was used to analyze the data [32] [see Additional file 6 for code]. The breeds were analyzed separately and the boars were divided into “high” and “low” groups based on their DFI values. The package assumes that the data follow a negative binomial distribution and it uses raw counts without correcting for gene length as this bias is assumed to be the same in all samples. Filtering was done to keep genes that reached at least one count per million in at least half of the samples. A heatmap was made for the differentially expressed genes between the high (bad) and low (good) DFI groups using the heatmap function in R (default parameters).

#### Statistical analysis

Normalization was done using the trimmed mean of the *M* values method [33] as implemented in “edgeR”. Moreover, tagwise dispersion was applied to estimate separate mean-variance relationships for the individual genes, and the generalized linear model likelihood test ratio method was employed to test for differential expression. The resulting *p*-values were adjusted for multiple testing by the Benjamini and Hochberg algorithm [34] and the level of significance for differentially expressed genes was set to an false discovery rate (FDR) of 0.05.

### Gene ontology

Gene enrichment analyses make it easier to get an overview of functions that are overrepresented in gene expression datasets. Gene ontology (GO) tools can conveniently assign genes to different terms in the three categories “Molecular Function”, “Cellular Component” and “Biological Process”. In order to map all differentially expressed genes to corresponding GO terms, the R package “goseq” was applied [35]. The Wallenius approximation method was used to account for gene length bias before each GO term was tested for over-representation and under-representation of significant genes. The Benjamini and Hochberg algorithm [34] was used to correct for multiple testing and GO terms were considered significantly enriched at a 0.05 FDR cutoff.

### Variant calling

Variant calling was done within breed using Samtools v.1.1 mpileup and bcftools call [30], and the Integrative Genomics Viewer (IGV) was used to visually inspect putative polymorphisms [36]. Using Samtools v.1.1 bcftools filter, variants (single nucleotide polymorphisms (SNPs)/insertions and deletions (indels)) were filtered to include only those having an alternate allele count of at least two, minor allele frequency above 0.01 and a read depth above 10. Moreover, only polymorphisms in differentially expressed genes were considered. The detected variants were annotated using SnpEff v.4.1 to classify variants (such as missense, nonsense, synonymous, stop gain/loss) and their impact (high, moderate, low, modifier) [37, 38]. Variants causing frameshift mutations or affecting start or stop codons are considered to have high impact, whereas variants e.g. in 3’UTR get the lowest impact (modifier). SnpSift was used to extract relevant information from list of variants files [39]. SNP validation was performed *in-silico* by matching putative polymorphism positions to known pig dbSNP entries [40]. SNPs not present in the database were considered novel. The putative variants identified in differentially expressed genes of this study have been deposited to the European Nucleotide Archive (EVA) under accession number PRJEB22189. For validation purposes, 15 of the high impact variants were genotyped using the KASP SNP genotyping system platform (KBiosciences, Herts, UK) using the 20 animals from the RNA-seq as well as 18 other pigs from Norsvin’s boar testing station (nine from each breed), which are relatives to the RNA-seq boars. SNP validation was also performed in an independent next generation sequencing dataset of related boars [41]. The putative high impact variants were compared by sequence position, reference and alternate alleles to polymorphisms identified in this dataset. Corresponding variants were considered validated.

## Results

### Mapping

Gene expression in testis tissue from Landrace and Duroc boars, with high and low sperm DFI, was analyzed by transcriptome sequencing. 

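The deposited values are the numbers of reads that the authors counted on each Ensembl gene with HTSeq, without normalization, in 1 non-stranded library per boar. Testis RNA came from 9 Landrace boars (5 with low and 4 with high DFI) and 11 Duroc boars (5 with low and 6 with high DFI). DFI, the sperm DNA fragmentation index, was calculated by the authors from acridine orange fluorescence in flow cytometry, by the ratio red/(red + green), and is given in percent. Red marks denatured and green native DNA. The boars are named here L1 to L5 (Landrace low), L6 to L9 (Landrace high), D1 to D5 (Duroc low) and D6 to D11 (Duroc high) in the order of Table 1. For each breed, genes above 1 CPM (counts scaled to the library's total) in at least 5 Landrace or 6 Duroc boars were kept, and the counts were normalized with edgeR's trimmed mean of M values. High and low DFI boars were then compared with edgeR's quasi-likelihood F-test and Benjamini-Hochberg adjustment over all kept genes. The authors' own method, the generalized linear model likelihood ratio test with tagwise dispersion in edgeR, was run beside it on the same genes. Log2 fold changes (logFC) are high against low DFI, and CPM values are means ± SD over boars. The standard error (SE) of a logFC is its absolute value divided by the square root of the quasi-likelihood F statistic, so it restates that test. Boars L4 to L9 carry consecutive sample numbers, whereas L1, L2 and L3, all of the low group, carry other numbers. What these numbers stand for is not stated in the paper's text. Landrace logFC are therefore also given for the 6 boars with consecutive numbers (2 low and 4 high). The remaining 3 boars are all low, so that no comparison of high and low DFI can be made among them.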

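DFI ranged from 0.62% to 1.52% over the 5 Landrace boars of the low group and from 5.47% to 8.07% over the 4 of the high group. The difference between the group means was 5.76 percentage points (exact two-sided permutation test, p = 0.00794, the smallest that this design allows). Among the Duroc boars, DFI lay between 1.05% and 1.13% in the low group and between 4.13% and 5.63% in the high group. Their means differed by 3.70 percentage points (exact two-sided permutation test, p = 0.00216, the smallest that 462 splits allow). Since the boars were selected for extreme DFI, these tests describe the selection. The value of each boar is the mean over 1 to 7 ejaculates in Landrace and 1 to 3 in Duroc. The sample labels give the same DFI as Table 1 for 5 Landrace and 11 Duroc boars, and another value for 4 Landrace boars (L5, L7, L8 and L9). With the DFI of the labels, the Landrace means were 1.07% ± 0.49 (SD, n = 5) and 6.84% ± 1.07 (SD, n = 4).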

The mean (± SD) of the DFI values for the low and high groups were 1.04% (± 0.44%; *n* = 5) and 6.80% (± 1.12%; *n* = 4) in Landrace and 1.09% (± 0.03%; n = 5) and 4.79% (± 0.62%; *n* = 6) in Duroc, respectively (Table 1). The sequence data was maximum 50 basepair reads and the total number of sequenced reads per animal ranged from 59.6 to 95.0 million of which on average 76.7% of the reads were uniquely mapped to the current porcine genome assembly (*Sus scrofa* build 10.2). 

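Of these reads, 41502621 to 51782156 per boar were counted on genes in the Landrace low group (n = 5, median 43387915) and 18086448 to 44166529 in the Landrace high group (n = 4, median 41133173.5). The Duroc libraries held 34527935 to 47621706 counted reads in the low group (n = 5, median 37818369) and 35090476 to 44655674 in the high group (n = 6, median 38878827.5). The smallest library was that of the high DFI boar L7. Total counts did not differ between the DFI groups beyond the spread between boars (exact two-sided permutation tests on the log2 totals, p = 0.087 in Landrace and p = 0.94 in Duroc). The gene with the most counts took between 0.599% (D6) and 0.976% (L9) of a library. Normalization factors were between 0.952 (D2) and 1.08 (D10). Between any pair of boars of the same group, the raw counts differed by more than sampling noise, with a chi-square per degree of freedom between 17.2 and 109.

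**Figure D1:**
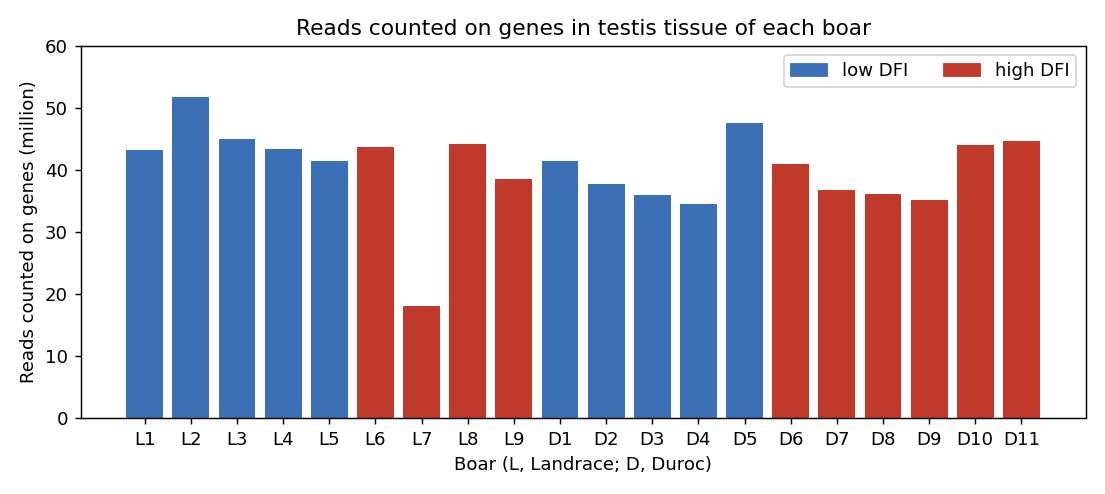
Reads counted on genes, with a bar for each boar, coloured by DFI group. Boar L7 of the Landrace high group has the lowest bar, at 18086448 reads.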

Altogether, 22,059 genes in Landrace and 21,717 in Duroc had at least one count in at least one sample. 

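In the deposited counts, 21648 genes are listed for Landrace and 21717 for Duroc. The lists share 21306 genes, and 22059 genes are in at least 1 of them. No value is 0 in either list, and the lowest value is 1. In Landrace 257 genes and in Duroc 216 genes have the value 1 in every boar, so 21391 and 21501 genes are above 1 in at least 1 boar. Had 1 been added to each count, the genes at 1 in every boar would have no reads, whereas the listed Duroc genes, these included, are as many as the paper counts in Duroc with at least 1 read. The values alone do not settle whether 0 was replaced by 1. Per boar, between 1832 (D10) and 2607 (L7) genes have the value 1.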

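With the filter at 1 CPM in at least 5 of the 9 Landrace boars, 14519 of the 21648 listed genes (67.1%) were kept, and 14609 genes were kept when L3 was left out. In Duroc, 14666 of 21717 genes (67.5%) reached 1 CPM in at least 6 of the 11 boars. The kept genes held 99.8% of all counts in each breed. A filter at 10 counts in every boar kept 15517 genes in Landrace and 15742 in Duroc.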

After filtering, 14,609 (66.2%) and 14,713 (67.7%) genes were used for differential expression analysis in Landrace and Duroc, respectively.

### Differential expression

A total of 308 genes in Landrace and 374 genes in Duroc were significantly differentially expressed in testis tissue from boars with high and low sperm DFI [see Additional file 1 and Additional file 2 for Landrace and Duroc, respectively]. 

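Under the quasi-likelihood test, no gene had an adjusted p under 0.05 in Landrace (smallest adjusted p = 0.0972), and 2 genes did in Duroc, with 1 up and 1 down in the high DFI group. At an unadjusted p under 0.05 there were 2417 of 14519 genes in Landrace and 3107 of 14666 in Duroc, where 726 and 733 are expected on average without any effect. Genes vary together, so a single grouping can lie far from these averages. Other splits of the boars into groups of the same sizes gave up to 2284 genes in Landrace and 3284 in Duroc. The choice of the test moved the numbers of genes past the adjusted threshold most. Under the likelihood ratio test, 767 genes in Landrace (746 up, 21 down) and 376 in Duroc (293 up, 83 down) had an adjusted p under 0.05. With DESeq2 the numbers were 842 and 869. Restricted to the 6 Landrace boars with consecutive numbers, the quasi-likelihood test called no gene (1850 at an unadjusted p under 0.05) and the likelihood ratio test called 292. With all 9 Landrace boars and the number series as a covariate, the likelihood ratio test called 341 genes. These last 2 likelihood ratio fits were chosen after seeing the data.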

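No gene passed the adjusted threshold in both breeds under the quasi-likelihood test. At an unadjusted p under 0.05, 1186 genes were reached in both breeds, and all 1186 changed in the same direction. Under the likelihood ratio test, 178 genes passed in both breeds, again all in the same direction. Across the 14385 genes tested in both breeds, 73.7% had logFC of the same sign, and Spearman's rho between the breeds' logFC was 0.63 (across genes, which are not independent replicates). Of the 71 genes that are in both of the paper's lists, 70 passed the filter in Landrace and 71 in Duroc. All of them were up in the high DFI group, with a median logFC of 1.02 in Landrace (0.50 to 1.89) and 0.76 in Duroc (0.32 to 1.49). In the 6 Landrace boars with consecutive numbers, all 71 were up as well, with a median of 1.29. The paper picked these genes as differing in both breeds from the same boars, so that they differ again is no independent support.

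**Figure D2:**
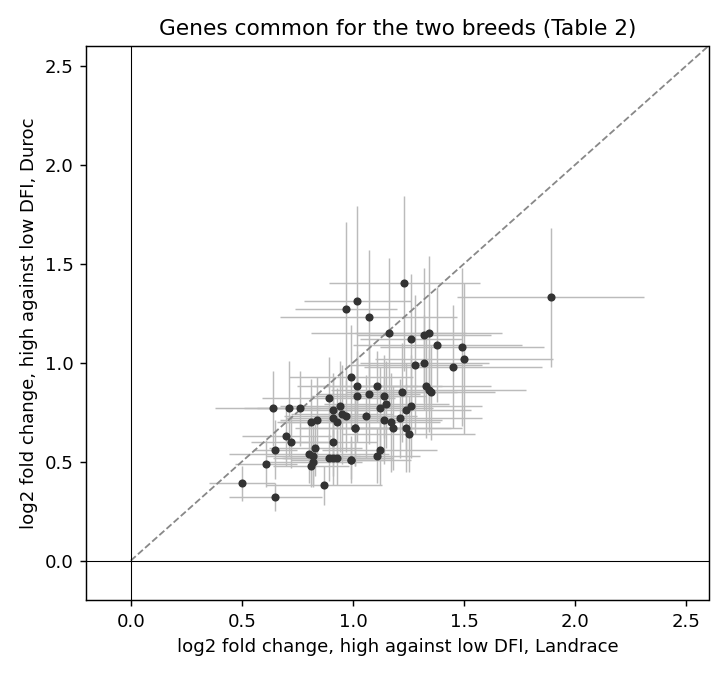
LogFC in Duroc against logFC in Landrace for the 70 genes of both of the paper's lists that were tested in both breeds, from the quasi-likelihood fits. Each point is a gene with bars of its SE, the dashed line marks equal values, and all 70 points lie above 0 on both axes.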

Of these genes, 71 were common for the two breeds (Table 2). 

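SAA4 (ENSSSCG00000021847) was measured at 84.6 ± 11.6 CPM in the low (n = 5) and 52.8 ± 3.86 CPM in the high DFI group (n = 6) of Duroc. Its logFC was -0.68 (SE 0.09), with an adjusted p of 0.037 under the quasi-likelihood test and 1.9e-06 under the likelihood ratio test. Every high DFI boar lay below every low DFI boar (exact two-sided permutation test, p = 0.0022, the smallest the design allows). Leaving out each boar in turn kept the logFC between -0.74 and -0.63, but the adjusted p of the quasi-likelihood test was 0.0093 without D3 and 0.059 to 0.13 without any other boar. In Landrace the logFC of SAA4 was -0.04 (SE 0.42) (adjusted p = 0.98), and the difference between the breeds was -0.64 (SE 0.43), with an adjusted p of 1 for the interaction in edgeR. For actin ACTA1 (ENSSSCG00000010190), the Landrace groups had 26.6 ± 15.9 CPM (low, n = 5) and 12 ± 1.26 CPM (high, n = 4). The logFC over all 9 boars was -1.14 (SE 0.35). Its adjusted p was 0.14 under the quasi-likelihood test, where the gene ranked 858 of 14519, and 0.00835 under the likelihood ratio test, where it ranked 363. All 4 high DFI boars lay below all 5 low DFI boars (exact two-sided permutation test on the mean of log2 CPM, p = 0.04). In Duroc the logFC of ACTA1 was -0.60 (SE 0.33) (adjusted p = 0.32).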

The most significant differentially expressed gene in Landrace and Duroc was actin *ACTA1* (FDR = 2.89e-09 and logarithmic fold change (logFC) = −1.78) and serum amyloid precursor *SAA4* (FDR = 1.90e-06 and logFC = −0.68), respectively. In Landrace, *ACTA1* was also the most down-regulated gene in the high DFI group, whereas neurexophilin *NXPH2* showed the highest up-regulation (FDR = 6.11e-04 and logFC = 3.44). 

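The size of both Landrace changes depended on which low DFI boars were compared. ACTA1 was at 29.5 CPM in L4 and 52.8 CPM in L5, and between 14 and 21 CPM in L1, L2 and L3. The high DFI boars had between 10.3 and 13.1 CPM. The logFC of ACTA1 within the 6 boars with consecutive numbers was -1.78 (SE 0.22), with an adjusted p of 1.53e-08 under the likelihood ratio test. NXPH2 (ENSSSCG00000015682) was low only in L4 (0.163 CPM) and L5 (0.124 CPM). The boars L1, L2 and L3 had between 1.17 and 3.78 CPM and the high DFI boars between 0.997 and 2.82 CPM. Over all 9 boars its logFC was 0.27 (SE 0.76), with an adjusted p of 0.91 (quasi-likelihood) and 0.95 (likelihood ratio). Over the 6 boars it was 3.45 (SE 0.59), with an adjusted p of 4.44e-05 under the likelihood ratio test. With each of the 9 boars left out in turn, the logFC of NXPH2 ran from -0.17 to 1.15, so that its sign was not fixed. NXPH2 had between 5 and 162 reads per Landrace boar. In Duroc its logFC was -0.28 (SE 0.57) (adjusted p = 0.81).

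**Figure D3:**
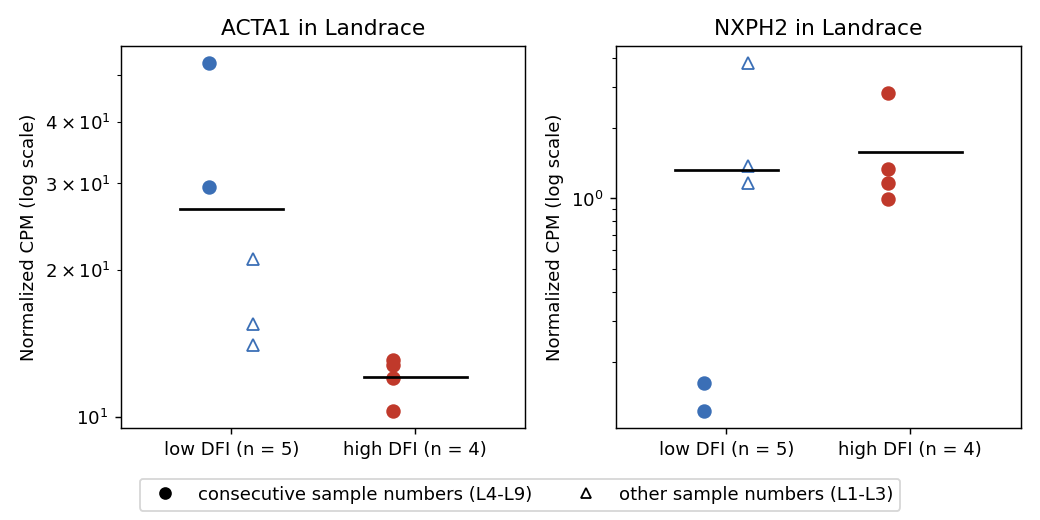
Normalized CPM of ACTA1 and NXPH2 (log scale) in each Landrace boar by DFI group, with circles for L4 to L9, triangles for L1, L2 and L3, and a line at each group's mean. For NXPH2 the boars L4 and L5 at 0.163 and 0.124 CPM lie apart from L1, L2 and L3.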

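In Duroc, DCT (ENSSSCG00000009490) had 1.8 ± 0.569 CPM in the low (n = 5) and 0.94 ± 0.249 CPM in the high DFI group (n = 6), at 28 to 94 reads per boar. Its logFC of -0.94 (SE 0.25) had an adjusted p of 0.11 under the quasi-likelihood test and 0.0264 under the likelihood ratio test. No high DFI boar exceeded the low group's mean, but the groups overlapped, since the low DFI boar D3 had 0.878 CPM. The Landrace logFC of DCT was 0.12 (SE 0.23), and the Duroc logFC differed from it by -1.06 (SE 0.35), with an adjusted p of 1 for the interaction in edgeR. For ADAMTS4 (ENSSSCG00000006359) the groups had 0.892 ± 0.482 CPM (low) and 5.43 ± 8.56 CPM (high). The high value rests on boar D8 with 22.8 CPM, as the other high DFI boars had between 0.507 and 3.43 CPM. The logFC was 2.60 (SE 0.89), with an adjusted p of 0.15 (quasi-likelihood) and 0.0188 (likelihood ratio), and fell to 1.14 when the boar with the largest influence was left out. In Landrace the gene had 2.23 ± 1.73 CPM (low) and 17.2 ± 18.2 CPM (high), with a logFC of 2.95 (SE 0.93). Its adjusted p there was 0.14 (quasi-likelihood) and 0.00458 (likelihood ratio), and the groups overlapped (exact two-sided permutation test, p = 0.22). Boars L6 and L9 had 29.2 and 36.4 CPM, whereas L7 and L8 had 0.72 and 2.59 CPM, below the 4.28 CPM of the low DFI boar L4.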

In Duroc, L-dopachrome tautomerase *DCT* showed the most down-regulation (FDR = 2.65e-02 and logFC = −0.94), whereas metallopeptidase *ADAMTS4* was most significantly up-regulated (FDR = 1.88e-02 and logFC = 2.60). The majority of differentially expressed genes (94% and 78% in Landrace and Duroc, respectively) showed increased expression in the high DFI group compared to the low DFI group [see Additional file 5]. In addition to the annotated genes described below, genes encoding functionally uncharacterized proteins were differentially expressed in both breeds and they are included in the results tables with their corresponding Ensembl ID.

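With 1 of 2 genes up, the quasi-likelihood test gave 50.0% for Duroc (Wilson 95% interval 9.45% to 90.5%) and no percentage for Landrace, where no gene passed. Among the genes at an unadjusted p under 0.05, 72.8% of 2417 were up in Landrace and 53.3% of 3107 in Duroc. The percentage up among genes past the adjusted threshold of the likelihood ratio test was 97.3% in Landrace (95.9% to 98.2%) and 77.9% in Duroc (73.5% to 81.8%). Genes vary together, so these intervals cover counting error only. Of the 292 genes that test called within the 6 Landrace boars with consecutive numbers, 94.5% were up. A hypothesis in the paper for the excess of increased expression is that deficiencies of the extracellular matrix could lead the cell to compensate by raising gene expression.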

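Uncharacterized genes were among those with the smallest p-values. In Duroc, ENSSSCG00000028503 had the smallest p, and was together with SAA4 past the adjusted threshold of the quasi-likelihood test. It rose from 4.91 ± 1.08 CPM (low, n = 5) to 10.2 ± 1.05 CPM (high, n = 6), a logFC of 1.05 (SE 0.14) with an adjusted p of 0.037. Every high DFI boar lay above every low DFI boar (exact two-sided permutation test, p = 0.0022). With a boar left out, its adjusted p stayed under 0.05 only where that boar was D3. In Landrace its logFC was -0.27 (SE 0.24) (adjusted p = 0.64). The Landrace genes with the smallest p that separated all high from all low DFI boars were ENSSSCG00000026196, ENSSSCG00000015797, CTDSPL (ENSSSCG00000028740), ARSE (ENSSSCG00000022129) and ABLIM1 (ENSSSCG00000010651), each with an adjusted p of 0.097 under the quasi-likelihood test. Their logFC over all 9 boars were 1.13, 1.33, 0.99, 1.86 and 1.39, with SE between 0.14 and 0.27. Within the 6 boars with consecutive numbers they were 1.19, 1.23, 0.94, 1.68 and 1.41. All 5 had an adjusted p under 0.05 in the likelihood ratio test, from 6.28e-10 for ENSSSCG00000026196 to 1.6e-05 for CTDSPL. In Duroc all 5 were up as well, with logFC between 0.39 (ABLIM1) and 0.91 (ARSE).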

**Table 2:** Differentially expressed genes common for the two breeds Landrace and Duroc

Gene symbol	Gene name	FDR L	FDR D
ACER2	alkaline ceramidase 2	1.61E-02	3.74E-02
ACTN4	alpha-actinin	1.52E-02	1.34E-02
APP	amyloid beta A4 protein	2.73E-02	1.34E-02
ATG4A	autophagy related 4A, cysteine peptidase	4.02E-03	2.13E-02
BGN	Biglycan	2.64E-02	1.88E-02
BMP1	bone morphogenetic protein 1	4.60E-02	1.09E-02
SERPING1	Serpin family G member 1	2.68E-02	1.89E-02
GLMP	Glycosylated lysosomal membrane protein	3.66E-03	3.59E-02
C1R	complement component 1, r subcomponent	4.29E-02	2.13E-02
C4A	*Sus scrofa* complement C4 (C4), mRNA	2.86E-02	1.84E-03
CA4	carbonic anhydrase IV	4.06E-02	1.44E-02
CAT	Catalase	1.01E-02	1.24E-02
CDC42EP1	CDC42 effector protein (Rho GTPase binding) 1	4.93E-02	2.42E-02
CITED1	Sus scrofa Cbp/p300-interacting transactivator	2.31E-02	1.11E-02
ENSSSCG00000001711	Uncharacterized protein	3.89E-02	2.72E-02
COL3A1	collagen, type III, alpha 1	4.40E-02	3.59E-02
COPZ2	coatomer protein complex, subunit zeta 2	1.04E-02	4.75E-02
CPED1	cadherin-like and PC-esterase domain containing 1	4.51E-03	2.72E-02
CSF1R	colony stimulating factor 1 receptor	3.86E-02	2.92E-02
CTDSPL	CTD small phosphatase-like	1.52E-02	1.66E-02
CTSA	cathepsin A	2.43E-02	2.71E-02
CTSB	Sus scrofa cathepsin B (CTSB)	1.26E-02	9.65E-03
CTSH	Sus scrofa cathepsin H (CTSH), mRNA	2.07E-02	3.84E-02
CYP11A1	Sus scrofa cytochrome P450, family 11, subfamily A, polypeptide 1	1.58E-02	4.56E-02
ENSSSCG00000028912	Uncharacterized protein	3.02E-02	2.72E-02
CFD	Complement factor D	4.02E-02	1.98E-02
DNASE1L1	deoxyribonuclease I-like 1	4.51E-03	3.59E-02
ECHDC3	enoyl CoA hydratase domain containing 3	1.21E-03	2.04E-02
ENSSSCG00000024587	Uncharacterized protein	2.49E-02	2.64E-02
ENSSSCG00000028244	Uncharacterized protein	2.41E-02	4.91E-02
EDNRA	endothelin receptor type A	4.56E-02	2.42E-02
EFEMP2	EGF containing fibulin-like extracellular matrix protein 2	4.86E-02	1.66E-02
EHD2	EH-domain containing 2	9.26E-03	1.20E-02
ENSSSCG00000011239	Uncharacterized protein	3.85E-02	9.09E-03
ENSSSCG00000021406	Uncharacterized protein	1.35E-02	4.85E-02
ENSSSCG00000025934	Uncharacterized protein	2.75E-02	7.72E-03
ENSSSCG00000029074	Uncharacterized protein	1.61E-02	3.58E-02
EPHX1	Sus scrofa epoxide hydrolase 1, microsomal (xenobiotic) (EPHX1)	1.61E-02	1.11E-02
FAH	fumarylacetoacetate hydrolase (fumarylacetoacetase)	1.66E-02	8.16E-03
FAM213A	family with sequence similarity 213, member A	4.93E-02	1.01E-02
FCGRT	Sus scrofa Fc fragment of IgG, receptor, transporter, alpha	3.42E-02	4.56E-02
FDXR	NADPH:adrenodoxin oxidoreductase, mitochondrial	1.61E-02	1.29E-02
FGFR1	Fibroblast growth factor receptor 1	4.69E-02	1.21E-02
ENSSSCG00000022236	Uncharacterized protein	4.02E-02	1.52E-02
ENSSSCG00000002797	Uncharacterized protein	4.29E-02	2.22E-02
GRK5	G protein-coupled receptor kinase 5	4.60E-02	2.87E-03
GSDMD	gasdermin D	4.11E-02	1.36E-02
ENSSSCG00000000620	Uncharacterized protein	2.01E-02	3.84E-03
ITM2C	Sus scrofa integral membrane protein 2C	4.71E-02	4.75E-02
ENSSSCG00000004207	Uncharacterized protein	3.99E-02	2.36E-02
LAMB2	laminin, beta 2 (laminin S)	1.23E-02	2.81E-02
LAMC3	laminin, gamma 3	1.30E-02	2.15E-02
LIPA	lipase A, lysosomal acid, cholesterol esterase	4.50E-02	3.84E-02
ENSSSCG00000023235	Uncharacterized protein	2.63E-02	1.23E-02
MAOB	monoamine oxidase B	3.62E-02	2.50E-02
NEU1	sialidase 1 (lysosomal sialidase)	4.11E-02	4.56E-02
ENSSSCG00000022516	Uncharacterized protein	2.23E-02	4.97E-02
PGAM1	phosphoglycerate mutase 1 (brain)	1.50E-02	1.29E-02
PLCB1	phospholipase C, beta 1 (phosphoinositide-specific)	4.06E-02	4.75E-02
PRDX2	peroxiredoxin 2	4.02E-02	4.69E-02
ENSSSCG00000016522	Uncharacterized protein	5.88E-03	1.20E-02
SERTAD1	SERTA domain containing 1	3.22E-02	4.35E-02
ENSSSCG00000011357	Uncharacterized protein	3.87E-02	4.11E-02
SLC1A5	solute carrier family 1 (neutral amino acid transporter), member 5	4.99E-02	3.91E-02
SLC41A1	solute carrier family 41 (magnesium transporter), member 1	4.29E-02	7.39E-03
SLC44A2	Choline transporter-like protein 2	4.02E-02	1.12E-02
SLC44A4	Sus scrofa solute carrier family 44, member 4 (SLC44A4), mRNA	4.98E-02	3.50E-02
TMEM176B	transmembrane protein 176B	4.40E-02	7.46E-03
TNFAIP3	tumor necrosis factor, alpha-induced protein 3	2.64E-02	5.56E-03
TPM4	tropomysin alpha-4 chain	5.77E-03	3.10E-02
VIM	Vimentin	4.02E-02	1.12E-02

Genes differentially expressed in both breeds are presented with gene symbol, gene name and significance level (FDR) for Landrace (L) and Duroc (D)

### Gene ontology

Functional characterization of differentially expressed genes revealed an overrepresentation of genes with roles in the cellular components “extracellular matrix” and “extracellular region” for both Landrace and Duroc. Results of the GO classification of the differentially expressed genes are shown in Fig. 1. The molecular function “calcium ion binding” was also enriched in both breeds. In addition, “cholesterol metabolic process” and “oxidation-reduction process” were Duroc specific whereas “collagen catabolic process”, “hydrolase activity” and “proteolysis” were Landrace specific. Moreover, immune system ontologies were Landrace specific.

**Fig. 1:**
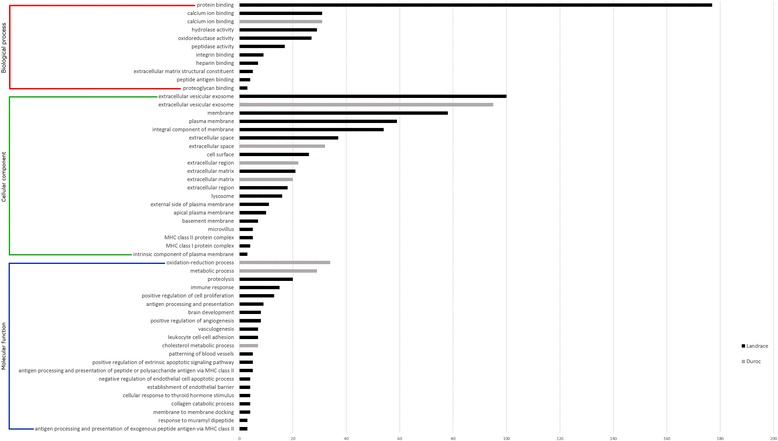
Gene ontology classification of the differentially expressed genes. The figure shows the GO enrichments of the differentially expressed genes in terms of the biological process, cellular component and molecular function classes

### Variant calling

Variant detection identified 1501 and 1751 putative polymorphisms in differentially expressed genes in Landrace and Duroc, respectively, out of which 91 and 88% had an existing dbSNP entry [see Additional files 3 and 4]. In Landrace/Duroc, most of the polymorphisms (610/731) in differentially expressed genes were synonymous SNPs (Table 3). Of the polymorphisms in differentially expressed genes, 4/17 in Landrace/Duroc were high impact variants, predicted to cause frameshifts or a change in start or stop codon. 15 of the high impact variants were chosen for validation using the KASP SNP Genotyping system. Five of the SNPs were successfully validated, including four of the ones with previous dbSNP entries (see Additional file 7]. Ten of the detected high impact variants, including one with an existing dbSNP entry, failed validation. When comparing the variants to an independent next generation sequencing dataset, the same result was found. The differentially expressed genes with validated high impact variants were *RAMP2*, *GIMAP6, ENSSSCG00000000712*, *ENSSSCG00000009348* and *ENSSSCG00000028326.*

**Table 3:** Effects of putative SNPs

SNP effect	After filtration		Joined with gene expression results	
	Landrace	Duroc	Landrace	Duroc
3’UTR	17,741	17,715	573	627
5’UTR	3622	3691	62	102
Frameshift	453	516	3	12
Missense	9946	10,424	267	246
Splice acceptor	16	17	0	0
Splice donor	12	12	0	0
Splice site region	338	362	3	7
Start lost	13	8	1	0
Stop gained	68	63	0	3
Stop lost	27	34	0	2
Synonymous	21,060	21,273	610	731
SNP impact				
High	600	663	4	17
Moderate	10,006	10,486	269	250
Low	21,974	22,200	623	752
Modifier	23,251	23,293	676	807

SNP effect according to SnpEff for putative polymorphisms detected in Landrace and Duroc. The results presented are after filtration and joined with differentially expressed genes. Some SNPs have more than one predicted effect

## Discussion

Chromatin condensation and DNA packaging in sperm cells occur during testicular spermatogenesis, and altered chromatin structure is associated with sperm DFI. High levels of sperm DFI has been associated with decreased fertility, however, the molecular mechanisms contributing to alterations in sperm DFI is not clear. In the present study, we explored gene expression differences in testis between groups of boars with high and low sperm DFI and investigated the gene enrichments associated with the results. The experiment was performed in two different breeds, Landrace and Duroc, and 308 and 374 genes were found differentially expressed in Landrace and Duroc, respectively. Of these genes, 71 were found to be common for the two breeds, which means they are likely to be essential for alterations in sperm DFI. 

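Whether the effect of DFI differs between the breeds was tested as an interaction of breed and DFI group in a fit of all 20 boars. Of 14636 genes, none had an adjusted p under 0.05 in the quasi-likelihood test (smallest adjusted p = 0.319). At an unadjusted p under 0.05 there were 364 genes, where 732 are expected on average without any effect. Other pairs of splits of the Landrace and Duroc boars gave a median of 590 and a maximum of 2160 genes. With the likelihood ratio test, 2 genes passed. First by edgeR's ranking came ENSSSCG00000026272, with a difference of -2.02 (SE 0.37) between the Duroc and the Landrace logFC. It rose from 0.33 ± 0.0722 to 1.44 ± 0.22 CPM in Landrace, where too few boars reached the filter, and lay at 3.81 ± 1.26 and 4.03 ± 1.05 CPM in Duroc. The next were ENSSSCG00000028503, with a difference of 1.33 (SE 0.28) and an adjusted p of 0.94 in edgeR, and ABLIM1, whose logFC was larger in Landrace, with an adjusted p of 1. Of the paper's Landrace list, 303 genes were tested in Duroc, and 286 of them were up there, with a median logFC of 0.55 and 171 at an unadjusted p under 0.05. Of its Duroc list, 366 genes were tested in Landrace, where 289 were up and 77 down, 258 at an unadjusted p under 0.05. These numbers include the genes common to the breeds.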

The Landrace specific and Duroc specific differentially expressed genes might reflect breed specific mechanisms in chromatin condensation and DFI level with regards to these two breeds. Breed differences in DFI have also previously been found in boars as well as bulls [42, 43]. The GO terms “extracellular matrix”, “extracellular region” and “calcium ion binding” were significant for both breeds and differentially expressed genes belonging to these pathways are discussed in more detail below. None of the differentially expressed pathways were found to overlap with pathways previously identified for spermatogenesis in Large White, Duroc and Meishan pigs [44, 45], indicating that we have identified pathways related to DFI and not general spermatogenesis.

### Genes enriched in “extracellular matrix” and “extracellular region”

The seminiferous tubules in testis contain Sertoli and germ cells and direct progression of spermatogenesis. The “extracellular matrix”, an enriched GO term in both Landrace and Duroc, plays a significant role in regulating spermatogenesis because Sertoli and germ cells are structurally and hormonally supported by extracellular matrix during their development in the seminiferous tubules [46]. To complete spermatogenesis, germ cells must migrate across the seminiferous epithelium while still attached to the nourishing Sertoli cells, a process controlled by restructuring events at cell junctions known as ectoplasmic specialization [46, 47]. This is the stage where DNA compaction and chromatin condensation occur [48]. These junctions are located in the “extracellular region” [47], another enriched GO term in both breeds. The results suggest that genes involved in different stages of spermatogenesis affect DNA fragmentation in sperm cells.

Laminins and collagens are important building blocks of the extracellular matrix in testis and they act together with proteases, protease inhibitors, cytokines and focal adhesion components to regulate membrane proteins [46]. 

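In Landrace, LAMB2 (ENSSSCG00000011377) rose from 15 ± 2.93 to 26.8 ± 5.16 CPM, LAMC3 (ENSSSCG00000005710) from 33.9 ± 6.17 to 55.6 ± 8.71 CPM and COL3A1 (ENSSSCG00000016034) from 28.1 ± 4.85 to 57.1 ± 22.9 CPM (SD, n = 5 low and 4 high). The logFC were 0.84 (SE 0.17), 0.71 (SE 0.14) and 1.02 (SE 0.24). Their adjusted p were 0.097, 0.097 and 0.1 under the quasi-likelihood test and 0.00109, 0.000927 and 0.000653 under the likelihood ratio test. Each of the 3 genes was higher in all high than in all low DFI boars, although the low DFI boar L3 had 44.8 CPM of LAMC3, apart from 29.7 to 32.9 CPM in the other low boars. For the 6 boars with consecutive numbers the logFC were 0.91 (SE 0.24), 0.88 (SE 0.16) and 1.24 (SE 0.36). In Duroc the logFC were 0.71 (SE 0.22) for LAMB2, 0.77 (SE 0.24) for LAMC3 and 1.31 (SE 0.48) for COL3A1. The adjusted p were 0.13, 0.13 and 0.16 (quasi-likelihood) and 0.0281, 0.0215 and 0.0359 (likelihood ratio). Duroc boars of the groups overlapped for all 3 genes. The high DFI boar D10 had 255 CPM of COL3A1 and 46.3 CPM of LAMB2, above 45.2 to 74.4 and 26.1 to 28.8 CPM in the other high boars. The low DFI boar D3 had 30.4 CPM of LAMB2, against 13.4 to 18 CPM in the other low boars. Without the boar of largest influence the Duroc logFC of COL3A1 was 0.69.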

Two genes of the laminin family (*LAMB2* and *LAMC3*) and one of the collagen family (*COL3A1*) were found up-regulated in the high DFI group in both breeds in this study. Both pre-collagens and laminins are processed by bone morphogenetic protein 1 (*BMP1*) [49], which was also up-regulated in the high DFI condition in both breeds. Furthermore, genes of the collagen family were exclusively up-regulated in the high DFI group in one of the breeds (*COL1A1* in Duroc and *COL1A2, COL4A1, COL4A2* and *COL14A1* in Landrace). 

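BMP1 (ENSSSCG00000009620) had a logFC of 0.81 (SE 0.17) in Landrace, where it rose from 51.9 ± 10.9 to 91.2 ± 18.6 CPM (SD, n = 5 and 4), and of 0.48 (SE 0.11) in Duroc, from 51.4 ± 8.78 to 71.6 ± 6.8 CPM (SD, n = 5 and 6). The high DFI boars lay above all low DFI boars in both breeds (exact two-sided permutation tests, p = 0.016 and 0.0022). The adjusted p were 0.097 and 0.11 under the quasi-likelihood test and 0.000305 and 0.0109 under the likelihood ratio test. Between the Landrace boars with consecutive numbers the logFC was 0.77 (SE 0.18).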

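The 4 Landrace collagens were COL1A2 (ENSSSCG00000015326), COL4A1 (ENSSSCG00000009544), COL4A2 (ENSSSCG00000009545) and COL14A1 (ENSSSCG00000005997), with logFC of 0.83 (SE 0.21), 1.03 (SE 0.27), 1.00 (SE 0.26) and 0.73 (SE 0.20). Adjusted p was 0.11 for each under the quasi-likelihood test, and between 0.0025 (COL4A1) and 0.0325 (COL14A1) under the likelihood ratio test. When only the 6 boars with consecutive numbers were used, the logFC were 1.15, 1.44, 1.29 and 1.07. In Duroc the same genes were up by 0.94 (SE 0.35), 0.45 (SE 0.41), 0.52 (SE 0.37) and 0.65 (SE 0.28), with adjusted p between 0.051 and 0.541 in the likelihood ratio test. Duroc less Landrace, these logFC differed by 0.12 (SE 0.45), -0.58 (SE 0.55), -0.48 (SE 0.50) and -0.07 (SE 0.37). The low DFI boar D1 had 109 CPM of COL4A1 and 73.4 CPM of COL4A2. The other low Duroc boars had 20.8 to 58.2 and 15.8 to 39.9 CPM. With a boar left out, the Duroc logFC ran from 0.26 to 1.01 for COL4A1 and from 0.34 to 1.03 for COL4A2. COL1A1 (ENSSSCG00000017581) rose in Duroc from 1.32 ± 0.632 to 3.26 ± 2.28 CPM, a logFC of 1.30 (SE 0.43) with an adjusted p of 0.14 (quasi-likelihood) and 0.0359 (likelihood ratio). Boar D10 had 7.78 CPM of COL1A1, against 1.56 to 3.12 CPM in the other high DFI boars. In Landrace COL1A1 was kept by the filter only in some of the smaller sets of boars, and rose from 0.835 ± 0.168 to 1.72 ± 0.42 CPM, with all high above all low DFI boars (exact two-sided permutation test, p = 0.0079). Its difference between the breeds was 0.27 (SE 0.54), and all 5 genes had an adjusted p of 1 for the interaction in edgeR.

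**Figure D4:**
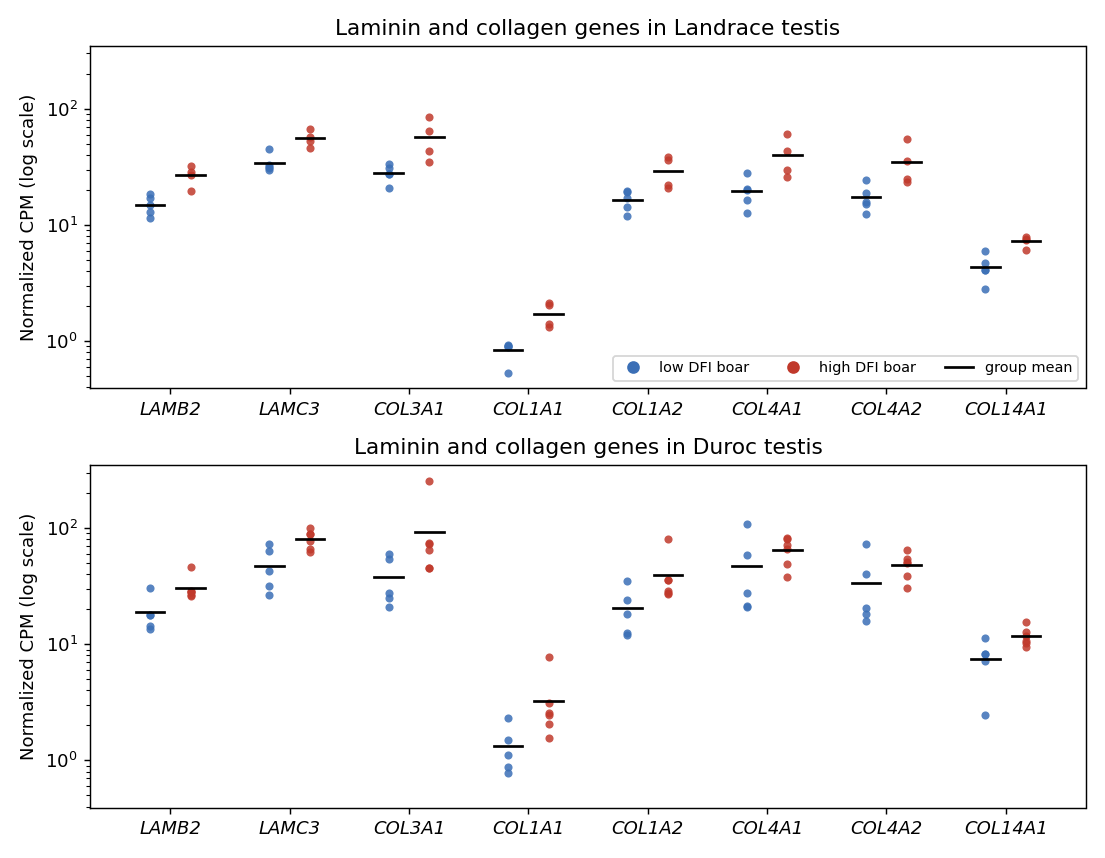
Normalized CPM (log scale) of laminin and collagen genes in each boar of each breed, with a point per boar, coloured by DFI group, and a line at each group's mean. The point at 255 CPM of COL3A1 is the Duroc boar D10.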

The differential expression of the laminin and collagen genes might suggest that the structure of the extracellular matrix, where the sperm cells are attached during development, could influence chromatin condensation and hence DFI level. This is also supported by the differential expression of genes encoding other components of the extracellular matrix such as the cytokines tumor necrosis factor (TNF) alpha and interleukins. TNFα regulates germ cell apoptosis, Leydig cell steroidogenesis and junction dynamics in the testes [46] and it has also been shown to induce sperm damage such as DNA fragmentation [50]. TNF member *TNFAIP3* was up-regulated in the high DFI group in both breeds in this study. 

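TNFAIP3 (ENSSSCG00000004154) rose from 10.3 ± 3.44 to 26.7 ± 17.3 CPM in Landrace (SD, n = 5 and 4) and from 9.81 ± 3.38 to 20.9 ± 7.94 CPM in Duroc (SD, n = 5 and 6). The logFC were 1.38 (SE 0.38) and 1.09 (SE 0.29). Adjusted p was 0.11 in each breed under the quasi-likelihood test, and 0.00215 and 0.00556 under the likelihood ratio test. All high DFI boars lay above the low group's mean, but the groups overlapped in both breeds. The logFC within the 6 Landrace boars with consecutive numbers was 1.73 (SE 0.55).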

Additionally, breed specific up-regulation in the high DFI group was found for genes of this family (*TNFSF10* and *TNFRSF12A* in Landrace and *LITAF* in Duroc). 

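In Landrace the logFC was 1.13 (SE 0.32) for TNFSF10 (ENSSSCG00000020906) and 1.90 (SE 0.36) for TNFRSF12A (ENSSSCG00000027130). Adjusted p was 0.12 and 0.097 under the quasi-likelihood test and 0.0102 and 2.93e-05 under the likelihood ratio test. Both separated all high from all low DFI boars, and both were up in Duroc, by 0.42 (SE 0.25) and 0.98 (SE 0.37), with likelihood ratio adjusted p of 0.413 and 0.0775. Landrace boars with consecutive numbers gave logFC of 1.54 (SE 0.47) and 1.78 (SE 0.55). LITAF (ENSSSCG00000024982) was up in Duroc by 0.60 (SE 0.16) (adjusted p = 0.11, quasi-likelihood, and 0.0241, likelihood ratio) and in Landrace by 0.92 (SE 0.34) (likelihood ratio adjusted p = 0.0405). Boar L6 had 70.3 CPM of LITAF, against 14.7 to 30.4 CPM in the other high DFI Landrace boars. With a boar left out, the Landrace logFC of LITAF ran from 0.37 to 1.18. Between the breeds the 3 genes differed by -0.71 (SE 0.42), -0.91 (SE 0.55) and -0.32 (SE 0.39) (edgeR interaction, adjusted p = 1 for each).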

Interleukin *IL1R1* was up-regulated in the high DFI group in Landrace. This is in agreement with previous findings, where IL1R1 protein was associated with DFI in human sperm and seminal plasma [18, 19].

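IL1R1 (ENSSSCG00000008162) was at 5.03 ± 1.28 CPM in the low and 9.03 ± 2.48 CPM in the high DFI group (SD, n = 5 and 4), with a logFC of 0.84 (SE 0.23) over 9 boars and 1.18 (SE 0.30) over the 6 with consecutive numbers. The adjusted p over 9 boars was 0.11 (quasi-likelihood) or 0.0152 (likelihood ratio). In Duroc the logFC was 0.69 (SE 0.31) (likelihood ratio adjusted p = 0.161), and the difference between the breeds was -0.15 (SE 0.42).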

Genes encoding fibulins, proteases, protease inhibitors and cathepsins, all interacting with components of the extracellular matrix, were also differentially expressed in this study. Fibulins are extracellular matrix glycoproteins that modulate cellular behavior and function and are involved in binding of laminin and calcium [51, 52]. 

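The fibulin EFEMP2 (ENSSSCG00000012971) had a logFC of 1.14 (SE 0.19) in Landrace (1.29 (SE 0.25) within the 6 boars with consecutive numbers) and 0.83 (SE 0.21) in Duroc. All high DFI boars lay above all low DFI boars in both breeds. Its adjusted p was 0.097 and 0.11 under the quasi-likelihood test, and 0.000182 and 0.0171 under the likelihood ratio test. FBLN5 (ENSSSCG00000002444) and EFEMP1 (ENSSSCG00000008397) separated the groups in Duroc, with logFC of 0.82 (SE 0.15) and 1.02 (SE 0.28). Adjusted p was 0.11 for both (quasi-likelihood), and 0.000592 and 0.0178 (likelihood ratio). The high DFI boar D7 had 14.5 CPM of FBLN5, below the 21.1 to 24 CPM of the other high boars. In Landrace their logFC were 0.37 (SE 0.23) and 0.35 (SE 0.24), with differences between the breeds of 0.46 (SE 0.29) and 0.67 (SE 0.39) (edgeR interaction, adjusted p = 1 for each).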

In this study EGF containing fibulin-like EM protein 2 (*EFEMP2*, also known as *FBLN4*) was up-regulated in the high DFI group in both breeds whereas fibulins *FBLN5* and *EFEMP1* (also known as *FBLN3*) were up-regulated in Duroc. Furthermore, extracellular matrix protein 1 (*ECM1*), known to interact with fibulins and laminins [53], was up-regulated in Duroc. 

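ECM1 (ENSSSCG00000029230) had 2.39 ± 0.999 CPM in the low and 4.81 ± 1.37 CPM in the high DFI group of Duroc (SD, n = 5 and 6). Its logFC was 1.00 (SE 0.30), with adjusted p of 0.13 (quasi-likelihood) and 0.0273 (likelihood ratio), and the groups overlapped. In Landrace ECM1 was up by 0.83 (SE 0.28) (likelihood ratio adjusted p = 0.0672). The difference between the breeds was 0.18 (SE 0.43), with an adjusted p of 1 for the interaction in edgeR.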

The ECM1 protein has previously been found associated with sperm DNA fragmentation in human seminal plasma [19], supporting the findings of this study. Matrix metallopeptidases (MMPs) and MMP inhibitors (TIMPs) are proteases and protease inhibitors, respectively. They are capable of degrading different components of the extracellular matrix, like laminins and collagen, and thereby regulate spermatogenesis [46, 54]. A disintegrin and metalloproteases (ADAMs) regulate spermatogenesis by cleaving growth factors and cytokines from the extracellular matrix [54]. In this study, *MMP2*, *MMP19, TIMP1* and *ADAMTS9* were up-regulated in the high DFI group in Landrace whereas *TIMP3, ADAM33* and *ADAMTS4* were up-regulated in Duroc. 

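Over all 9 Landrace boars the logFC was 0.41 (SE 0.28) for MMP2 (ENSSSCG00000002829), 1.54 (SE 0.33) for MMP19 (ENSSSCG00000000368), 0.74 (SE 0.32) for TIMP1 (ENSSSCG00000012277) and 0.84 (SE 0.19) for ADAMTS9 (ENSSSCG00000011496). Under the quasi-likelihood test the adjusted p were 0.52, 0.097, 0.28 and 0.097. They were 0.592, 0.00022, 0.218 and 0.00262 under the likelihood ratio test, so that MMP2 and TIMP1 stayed above the threshold. Within the 6 boars with consecutive numbers the logFC were 1.10 (SE 0.30), 1.52 (SE 0.45), 1.38 (SE 0.31) and 0.94 (SE 0.29). For MMP2, the low DFI boars L4 and L5 had 3.58 and 5.36 CPM, the low DFI boars L1, L2 and L3 had 8.45 to 9.26 CPM and the high DFI boars 7.61 to 13.4 CPM. In Duroc these 4 genes were up by 0.54, 0.72, 0.41 and 0.28. The Duroc logFC of TIMP3 (ENSSSCG00000000155) and ADAM33 (ENSSSCG00000007145) were 0.86 (SE 0.19) and 0.72 (SE 0.16), with adjusted p of 0.11 for both (quasi-likelihood), and 0.00238 and 0.0296 (likelihood ratio). In Landrace they were up by 0.58 (SE 0.19) and 0.62 (SE 0.24). For ADAMTS9 the Duroc logFC differed from the Landrace logFC by -0.56 (SE 0.27) (edgeR interaction, adjusted p = 1).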

*ADAMTS4* was the most up-regulated gene in Duroc in this study indicating an important role for proteases in DNA fragmentation of sperm cells, possibly by interrupting with the testicular extracellular matrix stability. Cathepsins contribute in protein degradation in the extracellular matrix by cleaving collagens and laminins [55]. 

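The cathepsins CTSA (ENSSSCG00000007431), CTSB (ENSSSCG00000023666) and CTSH (ENSSSCG00000001770) had logFC of 0.82 (SE 0.21), 1.15 (SE 0.28) and 1.26 (SE 0.32) in Landrace and 0.53 (SE 0.15), 0.79 (SE 0.22) and 0.78 (SE 0.26) in Duroc. Under the quasi-likelihood test, adjusted p was 0.11, 0.10 and 0.11 in Landrace and 0.12, 0.12 and 0.14 in Duroc. With the likelihood ratio test it was 0.00355, 0.000473 and 0.00117 in Landrace, and 0.0271, 0.00964 and 0.0384 in Duroc. All high DFI boars lay above the low group's mean for each gene and breed. Within the 6 Landrace boars with consecutive numbers the logFC were 1.05 (SE 0.31), 1.27 (SE 0.43) and 1.40 (SE 0.48).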

The cathepsin members *CTSA, CTSB* and *CTSH* were found up-regulated in the high DFI group of both breeds. Additionally, *CTSC, CTSL* and *CTSS* were up-regulated in Landrace. 

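In Landrace, CTSC (ENSSSCG00000014924), CTSL (ENSSSCG00000010948) and CTSS (ENSSSCG00000006648) were up by 1.30 (SE 0.32), 1.26 (SE 0.42) and 1.10 (SE 0.41). Their adjusted p were 0.10, 0.16 and 0.21 (quasi-likelihood), and 0.00036, 0.0184 and 0.0437 (likelihood ratio). Boar L6 had 27.4 CPM of CTSL, against 7.03 to 8.57 CPM in the other high DFI boars, and with the boar of largest influence left out the logFC of CTSL was 0.56. L6 also had 24.9 CPM of CTSS, against 6.31 to 12.1 CPM in the other high DFI boars. With a boar left out, the logFC ran from 0.51 to 1.32 for CTSS and from 0.82 to 1.55 for CTSC. In the boars with consecutive numbers the logFC were 1.49 (SE 0.50), 1.79 (SE 0.60) and 1.79 (SE 0.58). In Duroc the genes were up by 0.69 (SE 0.36), 0.58 (SE 0.29) and 0.54 (SE 0.22), with differences from Landrace of -0.61 (SE 0.53), -0.68 (SE 0.54) and -0.55 (SE 0.48) (edgeR interaction, adjusted p = 1 for each).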

Interestingly, *CTSL* has been linked to chromatin decondensation in sea urchin embryos [56] and CTSA has been shown to affect sperm motility in rats [57]. Moreover, CTSB, CTSC, CTSD, CTSL and CTSS are all involved in testis tissue restructuring during spermatogenesis in rats [58].

Peroxiredoxins are located in the ectoplasmic specialization and encode redox proteins, which protect sperm cells from oxidative stress that cause DNA damage such as DNA fragmentation [59]. In this study, peroxiredoxin *PRDX2* was up-regulated in the high DFI group in both breeds whereas *PRDX3* was up-regulated in the high DFI group in Duroc. Furthermore, glutathione peroxidase *GPX3* was up-regulated in the high DFI group in Landrace. These results are supported by previous findings in human, where levels of peroxiredoxin members PRDX1 and PRDX6 have been associated with sperm DNA integrity [60]. 

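PRDX2 (ENSSSCG00000013736) rose from 91.7 ± 17.8 to 207 ± 73.9 CPM in Landrace (SD, n = 5 and 4) and from 86.4 ± 39.6 to 140 ± 18.1 CPM in Duroc (SD, n = 5 and 6). The logFC were 1.17 (SE 0.22) and 0.70 (SE 0.25), with adjusted p of 0.097 and 0.16 (quasi-likelihood), and 3.54e-06 and 0.0469 (likelihood ratio). Its logFC in the 6 Landrace boars with consecutive numbers was 1.20 (SE 0.31). The Duroc logFC of PRDX3 (ENSSSCG00000010682) was 0.75 (SE 0.22), with adjusted p of 0.13 (quasi-likelihood) and 0.0129 (likelihood ratio). In Landrace PRDX3 was up by 1.07 (SE 0.31), with all high above all low DFI boars and a likelihood ratio adjusted p of 0.00278 over 9 boars and 0.0652 over the 6 with consecutive numbers. Boar L6 had 603 CPM of PRDX3, against 197 to 317 CPM in the other high DFI boars and up to 192 CPM in the low group. With a boar left out, the Landrace logFC of PRDX3 ran from 0.60 to 1.25. The breeds differed by -0.32 (SE 0.40) for PRDX3 (edgeR interaction, adjusted p = 1).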

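GPX3 (ENSSSCG00000017092) was at 43.1 ± 32.7 CPM in the low and 97.7 ± 33.3 CPM in the high DFI group (SD, n = 5 and 4). The spread of the low group came from boar L3 with 101 CPM, as the other low DFI boars had 25.6 to 37 CPM. The logFC was 1.18 (SE 0.42) over 9 boars, with adjusted p of 0.18 (quasi-likelihood) and 0.018 (likelihood ratio). Without L3 it was 1.77, and within the 6 boars with consecutive numbers 1.93 (SE 0.31). The Duroc logFC was 0.73 (SE 0.39) (likelihood ratio adjusted p = 0.204), a difference of -0.44 (SE 0.61) between the breeds (edgeR interaction, adjusted p = 1).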

The differentially expressed gene *GPX3* is interesting since glutathione peroxidases can work both as redox proteins and to mediate disulfide bridging, which stabilizes sperm chromatin [61].

Actins are important components of the ectoplasmic specialization of the seminiferous tubules [46, 47] and are involved in the development of mature sperm through several processes, including chromatin remodeling [62, 63]. 

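ACTN4 (ENSSSCG00000002965), an actinin, rose from 48.8 ± 6.24 to 76.5 ± 6.17 CPM in Landrace and from 56.6 ± 16.4 to 83.6 ± 7.63 CPM in Duroc. The logFC were 0.65 (SE 0.10) (0.72 (SE 0.12) within the 6 boars with consecutive numbers) and 0.56 (SE 0.15). The adjusted p were 0.097 and 0.11 under the quasi-likelihood test, and 0.00022 and 0.0134 under the likelihood ratio test. All Landrace boars were separated by DFI group, whereas the Duroc groups overlapped.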

The *ACTN4* was up-regulated in high DFI boars of both breeds. 

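ABLIM1, an actin-binding LIM protein, was at 12.3 ± 2.68 CPM in the Landrace low and 32.2 ± 9.01 CPM in the high DFI group (SD, n = 5 and 4), with all high above all low DFI boars. Leaving out each boar in turn kept its logFC between 1.20 and 1.53. In Duroc it went from 31.7 ± 4.73 to 41.5 ± 6.66 CPM (SE of the logFC 0.13, likelihood ratio adjusted p = 0.0938). ACTA2 (ENSSSCG00000010447) had a Landrace logFC of 0.97 (SE 0.27), with adjusted p of 0.12 (quasi-likelihood) and 0.00306 (likelihood ratio), and 1.16 (SE 0.24) within the 6 boars with consecutive numbers. Its Duroc logFC was 0.47 (SE 0.26), a difference of -0.49 (SE 0.40) (edgeR interaction, adjusted p = 1).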

In Landrace, three additional actin and actin-binding proteins were found to be differentially expressed (*ABLIM1, ACTA1* and *ACTA2*). *ACTA1* was down-regulated in the high DFI group, whereas the other actin members were up-regulated, indicating different functions of these actin members when developing DFI in the testis. It was the most down-regulated of the differentially expressed genes in Landrace, suggesting an important role for this gene in DFI levels of this breed. In Duroc, coronin acting binding protein 1B (*CORO1B*) and demantin actin binding protein (*DMTN*) were up-regulated whereas capping protein (actin filament) muscle Z-line, alpha 3 (*CAPZA3*) was down-regulated. 

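The Duroc logFC was 0.56 (SE 0.13) for CORO1B (ENSSSCG00000012920), 0.84 (SE 0.17) for DMTN (ENSSSCG00000009613) and -0.37 (SE 0.10) for CAPZA3 (ENSSSCG00000000589). Each had an adjusted p of 0.11 under the quasi-likelihood test, and 0.0193, 0.0202 and 0.0244 under the likelihood ratio test. DMTN and CAPZA3 separated all high from all low DFI boars. In Landrace the genes changed in the same directions, by 0.62 (SE 0.19), 1.23 (SE 0.48) and -0.19 (SE 0.12), with likelihood ratio adjusted p of 0.0421, 0.0703 and 0.605. The differences between the breeds were -0.06 (SE 0.23), -0.38 (SE 0.53) and -0.16 (SE 0.16).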

The significance of different actin genes between the two breeds could imply breed specialized mechanisms, however, this needs to be further investigated.

In this study, genes encoding extracellular matrix compounds such as collagens, laminins, fibulins and cytokines were differentially expressed. Moreover, peroxiredoxins and actins of the ectoplasmic specialization were up- and down-regulated. Genes involved in regulation of these compounds, like proteases, protease inhibitors and cathepsins, were also differentially expressed. The results confirm previous findings, as well as reporting a number of new genes, highlighting the importance of testicular steroidogenesis in the outcome of sperm DFI. In this study, a major part of the differentially expressed genes were up-regulated. A hypothesis explaining this could be that deficiencies of the extracellular matrix makes the cell compensate by up-regulating gene expression.

### Genes enriched in “calcium ion binding”

The GO term calcium ion binding was significantly enriched in both breeds and calcium uptake in sperm is known to be important for the regulation of fertility by affecting sperm maturation, motility, capacitation and the acrosome reaction [64, 65]. A role for calcium in chromatin condensation and DFI is less described, however, the calcium permeable ion channels proteins VDAC2 and VDAC3 have previously shown significant association with DFI in human sperm [18] and fertility in boars [24]. Moreover, along with chromatin condensation in spermatogenesis, the sperm cell redundant nuclear envelope evolves, which has been proposed a role in calcium ion storage [64]. This could explain the significance of the “calcium ion binding” enrichment in both breeds of this study.

The up-regulation of voltage-dependent anion channel gene *VDAC1* in the high DFI group in Duroc is interesting as the proteins VDAC2 and VDAC3 has been associated with DNA fragmentation in human sperm [18]. Moreover, abnormal regulation of different calcium channels has previously been shown to negatively affect sperm function [66]. 

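VDAC1 (ENSSSCG00000014296) rose from 22.4 ± 5.41 to 32 ± 2.95 CPM in Duroc (SD, n = 5 and 6), with all high above all low DFI boars (exact two-sided permutation test, p = 0.0022). The logFC was 0.51 (SE 0.14), with adjusted p of 0.11 (quasi-likelihood) and 0.0364 (likelihood ratio). In Landrace VDAC1 was up by 0.86 (SE 0.24) over 9 boars (likelihood ratio adjusted p = 0.00813) and by 1.02 (SE 0.36) over the 6 with consecutive numbers. The breeds differed by -0.34 (SE 0.29) (edgeR interaction, adjusted p = 1).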

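PLCB1 (ENSSSCG00000007056) was up by 0.81 (SE 0.15) in Landrace and 0.70 (SE 0.22) in Duroc, with adjusted p of 0.097 and 0.13 (quasi-likelihood), and 0.00234 and 0.0476 (likelihood ratio). In Duroc, PLCZ1 (ENSSSCG00000000590) was lower in every high than in every low DFI boar, at 317 ± 51 against 426 ± 59.9 CPM, a logFC of -0.43 (SE 0.12). The Duroc logFC of DLD (ENSSSCG00000015443) and PLD1 (ENSSSCG00000011750) were 0.31 (SE 0.07) and 0.99 (SE 0.23). Adjusted p of PLCZ1, DLD and PLD1 was 0.12, 0.11 and 0.11 (quasi-likelihood), and 0.0241, 0.0497 and 0.00649 (likelihood ratio). In Landrace they changed in the same directions, by -0.20, 0.55 and 0.81. The Landrace logFC were 1.13 (SE 0.17) for PDGFRB (ENSSSCG00000014442), 0.90 (SE 0.22) for CAPN1 (ENSSSCG00000012999), 1.08 (SE 0.29) for PLA2G4A (ENSSSCG00000023351), 0.78 (SE 0.20) for NPR1 (ENSSSCG00000006572) and 1.02 (SE 0.26) for RAPGEF3 (ENSSSCG00000023526). Adjusted p lay between 0.097 (PDGFRB) and 0.11 in the quasi-likelihood test, and between 0.000109 (PDGFRB) and 0.0134 (NPR1) in the likelihood ratio test. Over the boars with consecutive numbers the logFC were 0.91 (PLCB1), 1.34 (PDGFRB), 1.14 (CAPN1), 1.37 (PLA2G4A), 1.10 (NPR1) and 1.29 (RAPGEF3). All 5 Landrace genes were up in Duroc, by 0.27 (NPR1) to 0.74 (PDGFRB). For NPR1 the difference between the breeds was -0.51 (SE 0.30) (edgeR interaction, adjusted p = 1).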

A number of other genes involved in reproduction related processes where calcium influx plays a role, like hyperactivation, capacitation, the acrosome reaction and fertilization [63], were differentially expressed in this study (*PLCB1* in both breeds*, PLCZ1, DLD* and *PLD1* in Duroc, and *PDGFRB*, *CAPN1*, *PLA2G4A*, *NPR1* and *RAPGEF3* in Landrace). The up-regulation of all these genes in boars with high sperm DFI could imply an interrupted function of calcium mediated regulation, which would affect the fertilizing capability of these sperm cells after being ejaculated. Further studies are needed, however, to clarify the role of testicular calcium signaling in sperm DFI levels.

### Variant detection

An advantage of calling genomic variants from transcriptome sequencing data is that it directly allows for detection of polymorphisms in transcribed regions and is an efficient way to discover putative causative SNPs. Variant detection requires sufficient coverage with high quality sequence reads in order to distinguish true polymorphisms from sequencing errors. Filtering on sequencing depth might have removed polymorphisms in low expression genes, however, visualization by IGV showed likely false positive variants if this filtering was not done. This is in agreement with another study showing that the majority of false positive SNPs occur at sites with less than 10X coverage [67]. Comparing our detected polymorphisms with variants in dbSNP showed that 91 and 88% of our putative polymorphisms in Landrace and Duroc had a corresponding dbSNP entry, respectively. However, only five of the predicted high impact variants had an existing dbSNP entry and a validation study was therefore conducted to test 15 of the putative high impact SNPs. The results showed that high impact variants in the differentially expressed genes *RAMP2*, *GIMAP6, ENSSSCG00000000712*, *ENSSSCG00000009348* and *ENSSSCG00000028326* are particularly interesting for sperm DNA fragmentation in boars. 

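The variants themselves were not analysed here, as the counts hold no sequence. In Landrace, the logFC of RAMP2 (ENSSSCG00000017389) was 0.69 (SE 0.25) over 9 boars and 1.19 (SE 0.29) over the 6 with consecutive numbers, and that of ENSSSCG00000000712 was 0.62 (SE 0.27) and 1.20 (SE 0.25). Their adjusted p over 9 boars were 0.19 and 0.27 (quasi-likelihood), and 0.0726 and 0.138 (likelihood ratio). Over the 6 boars the likelihood ratio test gave 0.0157 and 0.0044. Boar L6 had 48 CPM of ENSSSCG00000000712, against 27.8 to 30.6 CPM in the other high DFI boars. In Duroc, GIMAP6 (ENSSSCG00000027196), ENSSSCG00000009348 and ENSSSCG00000028326 were up by 0.87 (SE 0.14), 0.57 (SE 0.17) and 1.62 (SE 0.39). Adjusted p was 0.11, 0.13 and 0.11 (quasi-likelihood), and 0.000596, 0.0491 and 0.00183 (likelihood ratio). Boar D8 had 23.6 CPM of ENSSSCG00000028326, against 4.41 to 9.41 CPM in the other high DFI boars. GIMAP6 separated all Duroc boars by DFI group and had a Landrace logFC of 0.19 (SE 0.24) (a difference of 0.69 (SE 0.28) between the breeds, edgeR interaction, adjusted p = 1). In Landrace ENSSSCG00000009348 and ENSSSCG00000028326 were up by 0.59 (SE 0.15) and 1.20 (SE 0.41), with likelihood ratio adjusted p of 0.0189 and 0.0252 over 9 boars. The paper's supplement places the genotyped variants on chromosome 12 (RAMP2), 5 (ENSSSCG00000000712), 18 (GIMAP6), 11 (ENSSSCG00000009348) and the scaffold GL892233.1 (ENSSSCG00000028326) of the build the authors mapped to.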

Failure to validate ten of the variants shows that SNP detection in short read sequencing data can produce false positives. It has been shown that a number of factors can contribute to false positive SNPs in sequence data, including quality of the reference sequence, read length, choice of mapper and variant caller, mapping stringency and filtering of SNPs [68]. The importance of a high quality reference genome was highlighted in Ribeiro et al. (2015) [68] and we know that the reference genome used in this study has its limitations [69]. Approximately 90% overlap of our identified SNPs and previously identified SNPs does however indicate that our pipeline works, but that caution should be taken especially for variants with no supporting evidence. The identical results of validation using a PCR-based method (KASP) and in silico in an independent dataset could suggest that the latter is equally good in those cases where datasets are available.

Although many of the putative polymorphisms identified are located outside open reading frames or cause synonymous changes, they may be in linkage disequilibrium to other causative mutations. Moreover, studies have also shown that synonymous SNPs may have functional effects by affecting mRNA stability or by translation suppression [70, 71].

## Conclusions

The present study identified whole genome expression differences in testis tissue between boars with high and low levels of sperm DFI. Moreover, putative polymorphisms were detected in the differentially expressed genes. The results of this study show that differentially expressed genes of steroidogenic pathways, where the chromatin condensation and DNA packaging occurs, are important for the outcome of DFI levels in ejaculated spermatozoa. Transcriptome sequencing analysis showed that the major changes at transcription level in the testicle of pig concerning sperm DFI were related to the functional categories “extracellular matrix”, “extracellular region” and “calcium ion binding”. Variant detection showed that predicted high impact SNPs in *RAMP2*, *GIMAP6* and three uncharacterized genes are particularly interesting for the trait. The candidate genes identified in this study provide a valuable resource to identify molecular markers for sperm DFI, for use in selection towards improved sperm quality.

## Additional files

Additional file 1: Differentially expressed genes for DFI in Landrace. The results are presented with Ensembl gene id, gene symbol, gene name, fold change and significance level (FDR). (XLSX 31 kb)

Additional file 2: Differentially expressed genes for DFI in Duroc. The results are presented with Ensembl gene id, gene symbol, gene name, fold change and significance level (FDR). (XLSX 34 kb)

Additional file 3: High quality SNPs occurring in differentially expressed genes in Landrace. The SNPs are presented with Ensembl gene id, gene name, FDR value of differentially expressed gene, chromosome (SSC), position, reference allele and alternate allele, as well as effect, impact according to SnpEff and dbSNP ID. (XLSX 100 kb)

Additional file 4: High quality SNPs occurring in differentially expressed genes in Duroc. The SNPs are presented with Ensembl gene id, gene name, significance level (FDR) of differentially expressed gene, chromosome (SSC), position, reference allele and alternate allele, as well as effect, impact according to SnpEff and dbSNP ID. (XLSX 117 kb)

Additional file 5: Heatmap of the differentially expressed genes for DFI. The differentially expressed genes in testis of A) Duroc and B) Landrace boars with high (bad) and low (good) sperm DFI ordered by hierarchical clustering show higher (red) and lower (yellow) expression of genes in the two DFI groups. (TIFF 59 kb)

Additional file 6: The edgeR source code used for testing for differential expression. (TXT 2 kb)

Additional file 7: Putative high impact SNPs in differentially expressed genes. Putative high impact SNPs in differentially expressed genes presented with breed, gene name, position, FDR and log fold change. Validation by KASP SNP Genotyping System (N.A. is for SNPs not tested). (DOCX 12 kb)

## Abbreviations

ABLIM1: Actin binding LIM protein 1
ACTA1: Actin, alpha 1, skeletal muscle
ACTA2: Actin, alpha 2, smooth muscle, aorta
ACTN4: Actinin alpha 4
ADAM33: ADAM metallopeptidase domain 33
ADAMs: A disintegrin and metalloproteases
ADAMTS4: ADAM metallopeptidase with thrombospondin type 1 motif, 4
ADAMTS9: ADAM metallopeptidase with thrombospondin type 1 motif, 9
AI: Artificial insemination
AO: Acridine orange
BMP1: Bone morphogenetic protein 1
CAPN1: Calpain 1
CAPZA3: Capping actin protein of muscle Z-line alpha subunit 3
COL14A1: Collagen type XIV alpha 1 chain
COL1A1: Collagen type I alpha 1 chain
COL1A2: Collagen type I alpha 2 chain
COL3A1: Collagen type III alpha 1 chain
COL4A1: Collagen type IV alpha 1 chain
COL4A2: Collagen type IV alpha 2 chain
CORO1B: Coronin 1B
CTSA: Cathepsin A
CTSB: Cathepsin B
CTSC: Cathepsin C
CTSH: Cathepsin H
CTSL: Cathepsin L
CTSS: Cathepsin S
DCT: Dopachrome tautomerase
DFI: DNA fragmentation index
DLD: Dihydrolipoamide dehydrogenase
DMTN: Dematin actin binding protein
ECM1: Extracellular matrix protein 1
EFEMP1: EGF containing fibulin-like extracellular matrix protein 1
EFEMP2: EGF containing fibulin-like extracellular matrix protein 2
ERCC1: Excision repair cross-complementing gene 1
EV: Electronic volume
FBLN4: Fibulin 4
FBLN5: Fibulin 5
FDR: False discovery rate
GEO: Gene expression omnibus
GIMAP6: GTPase, IMAP family member 6
GO: Gene ontology
GPX3: Glutathione peroxidase 3
IGV: Integrative genomics viewer
IL1R1: Interleukin 1 receptor type 1
Indel: Insertion/deletion
LAMB2: Laminin, beta 2
LAMC3: Laminin, gamma 3
LITAF: Lipopolysaccharide-induced TNF
logFC: Logarithmic fold change
MMP19: Matrix metallopeptidase 19
MMP2: Matrix metallopeptidase 2
MMPs: Matrix metallopeptidases
NPR1: Natriuretic peptide receptor 1
NXPH2: Neurexophilin 2
PDGFRB: Platelet-derived growth factor receptor beta
PLA2G4A: Phospholipase A2 group IVA
PLCB1: Phospholipase C beta 1
PLCZ1: Phospholipase C zeta 1
PLD1: Phospholipase D1
PRDX2: Peroxiredoxin 2
PRDX6: Peroxiredoxin 6
RAMP2: Receptor activity modifying protein 2
RAPGEF3: Rap guanine nucleotide exchange factor 3
RIN: RNA integrity number
SAA4: Serum amyloid A4, constitutive
SCSA: Sperm chromatin structure assay
SD: Standard deviation
SNP: Single nucleotide polymorphism
SS: Side scatter
TIMP1: TIMP metallopeptidase inhibitor 1
TIMP3: TIMP metallopeptidase inhibitor 3
TIMPs: MMP inhibitors
TNF: Tumor necrosis factor
TNFAIP3: Tumor necrosis factor, alpha-induced protein 3
TNFRSF12A: TNF receptor superfamily member 12A
UTR: Untranscribed region
VDAC1: Voltage dependent anion channel 1
VDAC2: Voltage dependent anion channel 2
VDAC3: Voltage dependent anion channel 3

# Supplementary material for: RNA sequencing reveals candidate genes and polymorphisms related to sperm DNA integrity in testis tissue from boars
**Source:** BMC Vet Res. 2017 Nov 28;13:362. doi: 10.1186/s12917-017-1279-x
**Supplement:** Supplementary file 7 — Putative high impact SNPs in differentially expressed genes. Putative high impact SNPs in differentially expressed genes presented with breed, gene name, position, FDR and log fold change. Validation by KASP SNP Genotyping System (N.A. is for SNPs not tested).

| Breed | Gene | Chromosome | SNP position | FDR | LogFC | KASP |
| --- | --- | --- | --- | --- | --- | --- |
| Landrace | ENSSSCG00000000712 | 5 | 67005497 | 6.77E-03 | 1.20 | Ok |
| Landrace | RAMP2 | 12 | 20347139 | 1.19E-02 | 1.19 | Ok |
| Landrace | BMP1 | 14 | 6887020 | 4.56E-02 | 0.77 | Fail |
| Landrace | ENSSSCG00000012925 | 2 | 4576337 | 4.71E-02 | 1.72 | Fail |
| Duroc | ALAS1 | 13 | 37666903 | 1.70E-05 | 1.35 | Fail |
| Duroc | DGKH | 11 | 25503370 | 2.76E-04 | -0.59 | Fail |
| Duroc | GIMAP6 | 18 | 6630873 | 5.96E-04 | 0.87 | Ok |
| Duroc | ENSSSCG00000028326 | GL892233.1 | 1316 | 1.83E-03 | 1.62 | Ok |
| Duroc | USP25 | 13 | 190976277 | 2.69E-03 | -0.46 | Fail |
| Duroc | BMP1 | 14 | 6887020 | 1.09E-02 | 0.48 | Fail |
| Duroc | KIF21A | 5 | 73414065 | 1.36E-02 | 0.42 | N.A. |
| Duroc | ENSSSCG00000017421 | 12 | 21106727 | 1.58E-02 | 0.47 | N.A. |
| Duroc | ENSSSCG00000017421 | 12 | 21106729 | 1.58E-02 | 0.47 | Fail |
| Duroc | LRP10 | GL896267.1 | 50406 | 1.98E-02 | 0.61 | N.A. |
| Duroc | CBLC | 6 | 47186767 | 2.86E-02 | -0.53 | Fail |
| Duroc | TTC25 | 12 | 21078400 | 3.17E-02 | -0.30 | Fail |
| Duroc | PANK1 | 14 | 110459890 | 3.59E-02 | 1.18 | Fail |
| Duroc | AVEN | GL895866.1 | 14095 | 4.39E-02 | -0.32 | N.A. |
| Duroc | ENSSSCG00000021848 | GL896314.1 | 8938 | 4.87E-02 | -0.28 | Fail |
| Duroc | ENSSSCG00000009348 | 11 | 9432848 | 4.91E-02 | 0.57 | Ok |
| Duroc | ZBBX | 13 | 114805494 | 4.97E-02 | -0.30 | N.A. |

How the deposited data were processed for this re-analysis (not part of the article)

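Testis RNA of 20 boars was sequenced, with 1 library per boar: 5 Landrace boars with low and 4 with high sperm DFI, and 5 Duroc boars with low and 6 with high DFI. The authors mapped the reads to the pig genome with TopHat and counted them on Ensembl genes with HTSeq, ignoring the strand. The deposited values are these raw counts, as whole numbers without normalization, and the lowest value in every library is 1. Whether the authors replaced 0 by 1 or added 1 to each count is not stated. Total counts per library were 18086448 to 51782156 in Landrace and 34527935 to 47621706 in Duroc, and no library had duplicate counts of another. DFI per boar was taken from the paper's Table 1, and the DFI of the sample labels, which differs for 4 Landrace boars, was used as an alternative.

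The counts were analysed in R 4.3.3 with edgeR 4.0.16. Each breed was fitted on its own, as in the paper. Genes above 1 CPM in at least 5 of the 9 Landrace boars or 6 of the 11 Duroc boars were kept, and libraries were normalized with the trimmed mean of M values. High and low DFI boars were compared with the quasi-likelihood F-test, and p-values were adjusted with the Benjamini-Hochberg method, with a threshold of 0.05. The interaction of breed and DFI group was tested in a fit of all 20 boars after the same filter over all boars. Single values of a gene, DFI and total counts were compared with exact two-sided permutation tests over all splits of the boars of a breed, for genes on log2 CPM with 0.5 CPM added. Percentages of genes carry Wilson 95% intervals. On simulated counts with 200 changed genes, made from the dispersions of the data, the quasi-likelihood test recovered 86.8% of the changed genes kept by the filter with the Landrace design and 92.4% with the Duroc design, and 7.07% and 5.03% of its calls were wrong. The likelihood ratio test recovered 93.4% and 95.7%, and 16.4% and 14.1% of its calls were wrong. The planted log2 changes were at least 1 in size, and counts were drawn once per breed, independently for each gene. These percentages therefore do not cover smaller changes or genes that vary together.

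The genes named in the text were chosen by a rule written before the data were examined: every gene that the paper's results or discussion name as differentially expressed, with the other breed's value where the paper calls a gene specific to a breed, the 5 genes with high impact variants that passed genotyping in the paper, the genes of Table 2 as a group, per breed up to 5 genes with the smallest p that separate all high from all low DFI boars, taken among those with an adjusted p under 0.05 (as for the 2 Duroc genes) or, where none passes as in Landrace, among all, and the 3 genes with the smallest interaction p. Gene symbols were taken from the paper's supplementary lists.

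The alternatives set before the data were examined were edgeR's likelihood ratio test with tagwise dispersion, DESeq2 1.42.0, limma 3.58.1 with voom and sample quality weights, robust quasi-likelihood, median-of-ratios (RLE) normalization, no filter, a filter at 10 counts in every boar, an adjusted threshold of 0.10, a joint fit of all 20 boars, DFI as a continuous covariate, the series of Landrace sample numbers as a covariate, the 6 Landrace boars with consecutive numbers, and each boar left out in turn. Added after seeing the data were the likelihood ratio test with the number series or within these 6 boars, the former also without L1, L2 or L3, a fit with values of 1 set to 0, and a fit of all 20 boars with a DFI effect shared by the breeds. For the results of models fitted across genes, other splits of the boars into groups of the same sizes were fitted in the same way, drawn with a fixed seed.

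The gene ontology enrichment was not repeated, since no annotation of pig genes to ontology terms was at hand, and the variant calls and genotypes were not analysed here.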

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

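The test of whether the extreme values of single boars pile up in 1 boar was set before its result was seen, and all tests of the shared DFI effect were chosen only after the result was seen.

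Among the genes named in the paper or by the rule above, a boar lay far from the rest of its DFI group in 11 of 162 tested groups, where about 8 would do so by chance. In the Duroc high group, D8 had 22.8 CPM of ADAMTS4 (the others 0.507 to 3.43) and 23.6 CPM of ENSSSCG00000028326 (the others 4.41 to 9.41). Boar D10 of the same group had 7.78 CPM of COL1A1 (the others 1.56 to 3.12), 255 CPM of COL3A1 (45.2 to 74.4) and 46.3 CPM of LAMB2 (26.1 to 28.8), and D7 had the lowest FBLN5 at 14.5 CPM (21.1 to 24). In the Duroc low group, D3 had 30.4 CPM of LAMB2 (13.4 to 18). In the Landrace high group, L6 had 27.4 CPM of CTSL (7.03 to 8.57) and 48 CPM of ENSSSCG00000000712 (27.8 to 30.6). In the Landrace low group, L3 had 101 CPM of GPX3 (25.6 to 37) and 44.8 CPM of LAMC3 (29.7 to 32.9). Among these boars no library was small, the least deep being D3 with 36005943 counts, and the top gene of a library took at most 0.976% of its counts. Boar D10 had 3 of the 11 extreme values, D8, L3 and L6 had 2 each, so most of them do not come from a single boar. As chance gives nearly as many, no explanation beyond chance is needed for their number, and no biological explanation was tested for any of these values.

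In a fit of all 20 boars with a DFI effect shared by the breeds, 2529 of 14636 genes had an adjusted p under 0.05 (edgeR quasi-likelihood test), of which 1662 were up and 867 down in the high DFI groups. They include 526 of the 608 tested genes of the paper's lists, and 2003 genes in neither list (1207 up, 796 down), which the paper does not discuss. The median absolute logFC was 0.29 for these 2003 genes and 0.73 for the 526. The paper fitted the breeds separately. Only 1 of 60 pairs of splits of the Landrace and Duroc boars, the real one, gave as many genes, and the others gave at most 1. With each boar left out in turn the count was at least 1631, and without L1, L2 and L3 it was 1663, so neither a single boar nor the number series accounts for it. A biological explanation, DFI itself or a testis property that goes with it in both breeds, may apply. A different mix of cell types between the testis samples could also give such a pattern, and it was not tested. Gene symbols came only from the paper's supplementary lists, so that only 14 of 113 marker genes (12.4%) had an identifier, which makes that check void. Gene length and GC content were not tested either. The pattern therefore cannot be told apart from these explanations.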

How the results depend on the processing

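Except for the likelihood ratio fits with the number series or within 6 boars, the values of 1 set to 0 and the shared DFI effect, which were chosen after seeing the data, the alternatives were set before the data were examined.

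In Landrace, the quasi-likelihood test called no gene (2417 at an unadjusted p under 0.05). The number of genes changed to 767 with the likelihood ratio test, 842 with DESeq2, 324 in a joint fit of all 20 boars, 189 at an adjusted p under 0.10, and 1 with no filter, 1 with at least 10 counts in every boar and 1 with limma-voom. The added likelihood ratio fits gave 341 genes with the number series as a covariate and 292 within the 6 boars with consecutive numbers. The former gave 409 without L1, 181 without L2 and 269 without L3. Under the quasi-likelihood test the number ran from 0 to 2 genes over the fits that each left out a boar. With RLE normalization, robust quasi-likelihood, continuous DFI, the number series as a covariate or the 6 boars alone, the quasi-likelihood test still called 0 genes (1850 to 2432 at an unadjusted p under 0.05). In Duroc the 2 genes became 376 with the likelihood ratio test, 869 with DESeq2 and 67 with limma-voom. There were 0 with no filter (3405 at an unadjusted p under 0.05), in the joint fit (2805) and with continuous DFI (3342). Leaving out each boar gave 0 to 17 genes, the most without D3, and neither SAA4 nor ENSSSCG00000028503 passed when any other boar was left out. RLE normalization, robust quasi-likelihood, 10 counts in every boar and values of 1 set to 0 left the 2 genes. The percentage up in Duroc was 50.0% for the 2 genes and ran to 88.2% (without D3). In Landrace it had no value under the quasi-likelihood test over the 9 boars, and was 92.6% in the joint fit, 97.3% with the likelihood ratio test and 87.3% with DESeq2.

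Genes past the threshold in both breeds went from 0 (1186 at an unadjusted p under 0.05) to 178 with the likelihood ratio test and 223 with DESeq2, and to 81 and 76 in the added likelihood ratio fits with the number series and within the 6 boars. The fit with the number series gave 99 without L1, 44 without L2 and 68 without L3. The other alternatives, with limma-voom and each boar left out, gave 0 (811 to 1358 at an unadjusted p under 0.05 in both breeds for the fits that left out a boar). Genes whose effect differs between the breeds went from 0 (364 at an unadjusted p under 0.05) to 2 with the likelihood ratio test and 2 with DESeq2, and from 0 to 1 over the fits that left out a boar. The shared DFI effect gave 2529 genes, 1631 to 2844 with a boar left out, and 1663 without L1, L2 and L3. The cause of these changes was not tested here, beyond the tests reported among the other observations.

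The mean DFI of each group moved by less than its SD with the DFI of the labels and with each boar left out. There were 1654 other recomputed values, nearly all of them for genes in a breed for which the paper or the rule names them. Of these, 240 became stronger, 22 became weaker and 4 reversed. Most of the stronger ones came under the likelihood ratio test (72), DESeq2 (65) and the added likelihood ratio fits (42 and 39). Under the likelihood ratio test over all boars of a breed, the adjusted p changed while the logFC hardly moved. For ABLIM1 in Landrace the logFC was 1.39 under both tests, with an adjusted p of 0.097 (quasi-likelihood) and 1.63e-07 (likelihood ratio). These reversals were NXPH2 in Landrace (logFC -0.01 without L4, -0.02 without L5 and -0.17 without L9) and ENSSSCG00000026272 in Duroc (-0.08 without D3). Outside these values, the Landrace logFC of GIMAP6 (0.19, from -0.09 to 0.32 with a boar left out) and SAA4 (-0.04, from -0.23 to 0.25, and 0.65 in the 6 boars) also changed sign. With a boar left out, the logFC of NXPH2 ran up to 1.15, without L1, and that of ENSSSCG00000026272 up to 0.22, without D4 or D10. The cause was not tested. Genes of low expression rest on few reads: NXPH2 had as few as 5 reads in a Landrace boar, and COL1A1 and ENSSSCG00000026272 were below the filter in Landrace.

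The files hold no HTSeq summary counts, so the alternative that keeps them gave no value. No paired comparison was possible, because no boar of a low group is paired with a boar of a high group.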

Differences from the paper's values

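The comparisons below use the alternatives set before the data were examined, and any setting chosen after seeing the values is named as such. A count, percentage or p is taken as within the paper's value when neither is more than 1.5 times the other, and a log2 fold change when it lies no further from the paper's than its SE over all boars of the breed. The paper keeps 14609 genes in Landrace, against 14519 here and 14609 without L3. The paper's value for genes differing in Landrace is 308, against 0 here (2417 at an unadjusted p under 0.05). The joint fit of all 20 boars gave 324, within the paper's value, and the other alternatives set before the data were examined, including the likelihood ratio test with 767, did not. The likelihood ratio test with the number series as a covariate (341) and within the 6 boars with consecutive numbers (292), both chosen after seeing the values, also came within it. By the same rule so did 409 and 269 with that covariate and without L1 or L3, chosen likewise, whereas 181 without L2 did not. In Duroc the paper's value is 374 against 2 here, and the likelihood ratio test, which the paper's methods name, gave 376. No other alternative set before the data were examined closed that gap. For genes in both breeds the paper's value is 71 against 0 here (1186 at an unadjusted p under 0.05), and none of the alternatives set before the data were examined closed the gap. It was closed by the likelihood ratio test with the number series (81) and within the 6 boars (76), both chosen after seeing the values. The fits with the number series and without L1 (99) or L3 (68), chosen likewise, also closed it, and that without L2 (44) did not. Of the genes differing in Duroc, the paper gives 78% up, against 50.0% here. The likelihood ratio test (77.9%), DESeq2 (58.2%), limma-voom (85.1%) and the fit without D3 (88.2%) closed the gap by this rule, and RLE normalization, robust quasi-likelihood, 10 counts in every boar and an adjusted p under 0.10 did not (50.0% each). The 95% interval of the DESeq2 value (54.9% to 61.5%) leaves out the paper's 78%, and that of the 50.0% (9.45% to 90.5%), from 2 genes, includes it. For Landrace the paper gives 94% up, and no percentage could be formed from 0 genes (2417 at an unadjusted p under 0.05). It was 92.6% in the joint fit, 97.3% with the likelihood ratio test and 87.3% with DESeq2, all within the paper's value by this rule, and the genes called with no filter, with 10 counts in every boar, with limma-voom and without L1 or L5, at most 2 in each, were all up. With the likelihood ratio test, chosen after seeing the values, it was 95.0% with the number series as a covariate, 93.3% to 95.0% with that covariate and without L1, L2 or L3, and 94.5% within the 6 boars.

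For the log2 fold change of ACTA1 in Landrace, the paper's value is -1.78 against -1.14 here, and for NXPH2 it is 3.44 against 0.27. With the number series as a covariate or within the 6 boars with consecutive numbers, these were -1.78 and 3.45, and no other alternative set before the data were examined closed the gap. The paper's FDR of ACTA1 is 2.89e-09 against an adjusted p of 0.14 here, and that of NXPH2 is 6.11e-04 against 0.91. No alternative set before the data were examined closed these gaps, and the nearest for ACTA1 was 0.0083 with the likelihood ratio test. With the number series as a covariate, the likelihood ratio test, chosen after seeing the values, gave 5.2e-09 and 0.000303. Within the 6 boars, chosen likewise, it gave 1.53e-08 and 4.44e-05. By the rule above, none of these values closed the gaps either. In Duroc the paper's FDR of SAA4 is 1.90e-06 against 0.037, that of DCT is 2.65e-02 against 0.11, and that of ADAMTS4 is 1.88e-02 against 0.15. These were 1.9e-06, 0.026 and 0.019 with the likelihood ratio test, DESeq2 gave 0.026 for DCT, and the other alternatives set before the data were examined did not close these gaps.

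The paper's supplementary list gives Landrace log2 fold changes that differ from those over all 9 boars for further named genes besides ACTA1 and NXPH2. The paper's values, with those found here in parentheses, are 1.13 (0.90) for CAPN1, 1.06 (0.73) for COL14A1, 1.14 (0.83) for COL1A2, 1.44 (1.03) for COL4A1, 1.29 (1.00) for COL4A2, 1.04 (0.82) for CTSA, 1.79 (1.26) for CTSL, 1.78 (1.10) for CTSS, 1.20 (0.62) for ENSSSCG00000000712, 1.92 (1.18) for GPX3, 1.17 (0.84) for IL1R1, 0.87 (0.71) for LAMC3, 1.09 (0.41) for MMP2, 1.09 (0.78) for NPR1, 1.34 (1.13) for PDGFRB, 1.19 (0.69) for RAMP2, 1.28 (1.02) for RAPGEF3, 1.37 (0.74) for TIMP1 and 1.54 (1.13) for TNFSF10. Within the 6 boars with consecutive numbers, and with the number series as a covariate, all of them came within the paper's values, at 1.14 for CAPN1, 1.07 for COL14A1, 1.15 for COL1A2, 1.44 for COL4A1, 1.29 for COL4A2, 1.05 for CTSA, 1.79 for CTSL, 1.79 for CTSS, 1.20 for ENSSSCG00000000712, 1.93 for GPX3, 1.18 for IL1R1, 0.88 for LAMC3, 1.10 for MMP2, 1.10 for NPR1, 1.34 for PDGFRB, 1.19 for RAMP2, 1.29 for RAPGEF3, 1.38 for TIMP1 and 1.54 for TNFSF10 within the 6 boars. By the rule of the SE, leaving out a single boar closed the gap for each of the others but not for CTSS, ENSSSCG00000000712, MMP2, RAMP2 and TIMP1. None of these gaps was closed by the likelihood ratio test, DESeq2, RLE normalization, limma-voom or the joint fit.

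In its text the paper names ACTA1 as the most significant gene in Landrace, whereas ACTA1 ranked 858 by the quasi-likelihood test and 363 by the likelihood ratio test over all 9 boars, with a logFC of -1.14. It names SAA4 as the most significant gene in Duroc, whereas SAA4 ranked behind ENSSSCG00000028503 by the quasi-likelihood test (ranks 2 and 1, each with an adjusted p of 0.037), and ranked ahead of it by the likelihood ratio test. It names NXPH2 as the gene with the highest up-regulation in Landrace, where the logFC over all 9 boars was 0.27. It describes the genes linked to calcium influx as all up-regulated, whereas the logFC of PLCZ1 in Duroc was -0.43. It lists ADAMTS4, CORO1B, LITAF, PRDX3, VDAC1, ENSSSCG00000009348 and ENSSSCG00000028326 for Duroc alone, whereas in the likelihood ratio test over all 9 Landrace boars their adjusted p were 0.00458, 0.0421, 0.0405, 0.00278, 0.00813, 0.0189 and 0.0252, with logFC of 2.95, 0.62, 0.92, 1.07, 0.86, 0.59 and 1.20 and a higher value than the low group's mean in 3, 4, 3, 4, 4, 4 and 4 of the 4 high DFI boars. With each Landrace boar left out in turn, that test called them in 8, 3, 3, 8, 8, 4 and 4 of 9 fits. In the added likelihood ratio fits, chosen after seeing the values, the adjusted p were 0.201, 0.092, 0.446, 0.0652, 0.0736, 0.161 and 0.225 within the 6 boars. They were 0.186, 0.0525, 0.34, 0.0607, 0.0485, 0.099 and 0.204 with the number series as a covariate, so that only VDAC1 passed, with the covariate.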

Other observations

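Apart from the comparison of the low DFI Landrace boars with each other, all tests below were chosen only after the result was seen.

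Other splits of the boars into groups of the same sizes were fitted to see how often they give a result as large, with 100 splits per breed, the real one included. In Landrace, all 100 splits gave at least the 0 genes that the quasi-likelihood test called, which any split must, so this comparison decides nothing. At an unadjusted p under 0.05, 1 of 100, the real split, gave as many as 2417 genes (at most 2284 in another). With the likelihood ratio test, 1 of 100 splits, the real one, gave as many as 767 genes, and 1 of 100 as many as 746 genes up. The median of the other splits was 4 genes and the largest 585. In Duroc, 1 of 100 splits, the real one, gave as many as 2 genes with the quasi-likelihood test, and 2 of 100 gave as many as 3107 genes at an unadjusted p under 0.05. With the likelihood ratio test, 1 of 100 gave as many as 376 genes, and 1 of 100 as many as 293 genes up, with a median of 2 and a maximum of 86 genes in the other splits. For genes in both breeds, all 100 pairs of splits gave at least the 0 genes of the quasi-likelihood test (1186 at an unadjusted p under 0.05 in the real pair), which again decides nothing. With the likelihood ratio test, 1 of 100 pairs gave as many as 178 genes. The rank correlation of 0.63 between the breeds' logFC was reached, in absolute size, by 1 of 100 pairs, the real one (median 0.17 and maximum 0.60 in absolute size in the others). For the difference between the breeds, all 60 pairs of splits gave at least 0 genes, as any pair must, and 52 of 60 gave as many as 364 genes at an unadjusted p under 0.05.

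Many more genes were called by the likelihood ratio test than by the quasi-likelihood test. If it called many genes in any grouping, other splits would give counts near the real ones, but their median was 4 in Landrace and 2 in Duroc. Other splits mix high and low DFI boars, which can raise the spread within groups and lower the counts. A low median therefore does not show how many of the real calls are right. With the quasi-likelihood test the median of these splits was 0 in each breed, so the likelihood ratio test called more genes there too. On simulated counts, with each gene drawn independently, 16.4% (Landrace design) and 14.1% (Duroc design) of the likelihood ratio test's calls were wrong. For the quasi-likelihood test it was 7.07% and 5.03%, so wrong calls may make up part of the difference between the tests. That a count rests on a single boar was tested by leaving out the boar without which it was lowest, and splitting the remaining boars in other ways. In Landrace this was L6, which lies farthest out on the first principal component (55.1, 36.2% of the variance). Without it the count fell from 767 to 199, below the largest count of other splits of all 9 boars. Of the 56 splits of the remaining boars, 1, the real one, gave as many (at most 167 in another). In Duroc the count fell from 376 to 86 without D1, and 3 of 100 splits of the remaining boars gave as many (at most 336 in another). Since L6 and D1 were chosen for the lowest count, the fall alone does not show that the count rests on them. The next lowest counts were 427 in Landrace, without L5, and 96 in Duroc, without D2. Other splits without L6 or D1 seldom gave as many genes as the real one. Without the shallow library of L7 the count was 941, so its depth did not raise the count. With RLE normalization 70.1% of the genes at an unadjusted p under 0.05 were up in Landrace, against 72.8%, but the normalization factors moved by at most 1.31%, so this cannot rule out an effect of the normalization. With values of 1 set to 0 there were 2418 such genes, against 2417, but only 8 of the 18685 values of 1 in Landrace lie in tested genes (6 of the 14519), so this change could hardly have moved the count.

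The paper's Landrace log2 fold changes differ from those over all 9 boars by a median of 0.27 in absolute size. Within the 6 boars with consecutive numbers the median difference was 0.0064, and with the number series as a covariate 0.0081, while the Duroc values of the likelihood ratio test differed from the paper's by a median of 3.7e-07. A candidate explanation is that the number series entered the paper's Landrace comparison in some way, although its methods and code do not describe it. Without that covariate, the likelihood ratio test over all 9 boars called 231 of the 297 tested genes of the paper's Landrace list. Under that covariate, chosen after seeing the data, it called 296 of the 297, and within the 6 boars 245 of 306. In this smaller comparison the result cannot be told apart from chance, as 2 of the 15 splits of the 6 boars gave as many genes as the 341 with the covariate, and 2 of 15 as many as the 292 within the 6 boars, and 15 splits cannot give a share under 0.05.

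The high DFI boars were also compared with each set of low DFI boars. With the likelihood ratio test, 212 genes (201 up) were called against L1, L2 and L3, and 292 (276 up) against L4 and L5. The calls shared 96 genes, and Spearman's rho between the logFC, across genes and with the same high boars on both sides, was 0.55. The same high boars alone can give shared calls and a positive rho, so no agreement is concluded from these values. Between the low DFI boars of the 2 number series, the likelihood ratio test called 73 genes (the quasi-likelihood test none, with 1395 at an unadjusted p under 0.05). As many were called in 4 of the 10 splits of the 5 low boars into 3 and 2, the real one included, so no difference that goes with the number series could be shown, and 10 splits cannot give a share under 0.05. L1, L2 and L3 are all of the low group, so their number series and their DFI cannot be told apart in the comparison with the high boars.

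The genes that the paper lists for a single breed were examined in the other breed for a common rise and fall between boars of the same DFI group. The mean correlation between genes, within DFI groups, was 0.29 for the Landrace list in Duroc boars and 0.10 for the Duroc list in Landrace boars, against at most 0.04 and 0.02 in 10000 random lists (p = 1e-04 for each, the smallest that these lists can give). For the genes common to the breeds it was 0.63 in Landrace and 0.51 in Duroc. This is consistent with an axis of variation between boars that many of the listed genes share and that is present within DFI groups, so that the genes are not independent of each other. Such an axis may be biological, or may come from the part of the testis sampled or its mix of cells, and these could not be separated, since too few marker genes had an identifier.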
